# Extracellular nicotinamide phosphoribosyltransferase boosts IFNγ-induced macrophage polarization independently of TLR4

**DOI:** 10.1016/j.isci.2022.104147

**Published:** 2022-03-23

**Authors:** Giorgia Colombo, Cristina Travelli, Chiara Porta, Armando A. Genazzani

**Keywords:** Biological sciences, Immunology, Transcriptomics

## Abstract

Nicotinamide phosphoribosyltransferase (NAMPT), alongside being a crucial enzyme in NAD synthesis, has been shown to be a secreted protein (eNAMPT), whose levels are increased in patients affected by immune-mediated disorders. Accordingly, preclinical studies have highlighted that eNAMPT participates in the pathogenesis of several inflammatory diseases. Herein, we analyzed the effects of eNAMPT on macrophage-driven inflammation. RNAseq analysis of peritoneal macrophages (PECs) demonstrates that eNAMPT triggers an M1-skewed transcriptional program, and this effect is not dependent on the enzymatic activity. Noteworthy, both in PECs and in human monocyte-derived macrophages, eNAMPT selectively boosts IFNγ-driven transcriptional activation *via* STAT1/3 phosphorylation. Importantly, the secretion of eNAMPT promotes the chemotactic recruitment of myeloid cells, therefore providing a potential positive feedback loop to foster inflammation. Last, we report that these events are independent of the activation of TLR4, the only eNAMPT receptor that has hitherto been recognized, prompting the knowledge that other receptors are involved.

## Highlights

• eNAMPT triggers an M1-skewed transcriptional program
• eNAMPT effects are independent from the extracellular enzymatic activity
• eNAMPT selectively boosts IFNγ-driven transcriptional activation
• eNAMPT events are independent by the activation of TLR4

## Introduction

Intracellular nicotinamide phosphoribosyltransferase (iNAMPT) has received significant attention over the years, as it represents the cytosolic rate-limiting enzyme of the NAD salvage-pathway in mammals and catalyzes the synthesis of nicotinamide mononucleotide (NMN) from nicotinamide (NAM, vitamin B3, or PP) and 5-phosphoribosylpyrophosphate (PRPP) (Garten et al., 2015). NAMPT has also been shown to be a secreted protein. Indeed, extracellular NAMPT (eNAMPT) is the same protein that was described as pre-B-cell enhancing factor (PBEF) for its ability to synergize with interleukin-7 (IL-7) and stem cell factor, increasing the number of pre-B-cell colonies, and as visfatin, a cytokine first described as released from adipose tissue (Fukuhara et al., 2007; Revollo et al., 2007; Samal et al., 1994). A number of groups, including ours, have shown that eNAMPT can be secreted by immune cells (Audrito et al., 2015; Curat et al., 2006; Halvorsen et al., 2015; Laudes et al., 2010) as well as by other cell types in a classic manner (Grolla et al., 2015; Tanaka et al., 2007), and recently it has been shown that eNAMPT can also be present in secreted microvesicles (Grolla et al., 2015; Yoshida et al., 2019). How eNAMPT exerts its extracellular functions has not been fully elucidated (Camp et al., 2015). Van der Bergh et al. proposed a direct binding to CCR5 in macrophages and PBMCs *in vitro* (Van den Bergh et al., 2012), and we have indeed confirmed that eNAMPT may have an antagonistic role on this receptor, although it does not appear to be the principal pathway by which it exerts most of its actions (Torretta et al., 2020). Controversially, a different group brought evidence that eNAMPT might instead also have agonist properties, acting on muscle stem cells and promoting muscle regeneration (Ratnayake et al., 2021). On the other hand, it has also been shown that eNAMPT leads to TLR4 activation. Evidence for this comes from surface plasmon resonance (Camp et al., 2015; Managò et al., 2019), from an effect on human macrophages, and from an antagonistic effect of a TLR4 antibody (Camp et al., 2015; Managò et al., 2019).

Different groups have pointed out that eNAMPT modulates different myeloid cell activities in a context-specific manner (reviewed in (Travelli et al., 2018)). eNAMPT promotes M1-polarization in both murine bone-marrow-derived macrophages and in human monocyte-derived macrophages, determining an increase of iNAMPT and the secretion of tumor necrosis factor alpha (TNFα) and IL-6 (Bermudez et al., 2017; Halvorsen et al., 2015; Moschen et al., 2007; Wu et al., 2018). However, in a tumor setting, which alters myelopoiesis and functional skewing of monocytes, eNAMPT further enhances the expression of immunosuppressive M2 genes such as IL-10, IDO, CD206, and CD163 (Audrito et al., 2015). Moreover, eNAMPT appears to foster macrophage phagocytic activity (Yun et al., 2014) and to favor macrophage migration by inducing the expression of matrix metalloproteinases (Dahl et al., 2007). Despite this encouraging evidence, a thorough characterization of the actions of eNAMPT on macrophages is lacking.

Although the mechanisms underpinning eNAMPT activity remain largely unclear, it is well established that eNAMPT participates in the pathogenesis of several inflammatory conditions, as demonstrated by the beneficial effects of its neutralization in experimental models of colitis (Colombo et al., 2020) and inflammatory lung injury (Garcia et al., 2021; Quijada et al., 2021).

Given that macrophages are pivotal orchestrators of both initiation and resolution of inflammation, we undertook a full investigation of the effects of eNAMPT on primary murine peritoneal macrophages (PECs), an approach that has the advantage of giving insights on the physiological role of this protein using primary cells. Our data show that eNAMPT promotes macrophages-driven inflammation mainly in a Toll-like receptor 4 (TLR4)-independent manner. Specifically, we found out that eNAMPT (1) promotes chemotactic recruitment of inflammatory cells, (2) activate macrophages to express an M1-skewed transcription program, (3) boosts IFNγ-driven macrophage activation by enhancing STAT1/3 activation, and (4) is strongly released in response to IFNγ treatment, thereby providing a potential positive feedback loop supporting exacerbation of inflammation.

## Results

### eNAMPT is an M1-skewing stimulus

To unravel the effect of eNAMPT on macrophages, according to the guidelines (Murray et al., 2014), we stimulated PECs with murine recombinant eNAMPT (500 ng/mL, endotoxin levels less than 0.1 EU/mL). To ascertain the specific role of eNAMPT on gene expression, cells were treated in the presence or absence of C269 (10 μg/mL), an eNAMPT-neutralizing monoclonal antibody that we have recently generated and validated (Colombo et al., 2020). Given the different kinetics of M1 and M2 gene induction, we analyzed transcript levels after 4 and 18 h, respectively (Figure 1A). In comparison with untreated PECs, qPCR results showed that eNAMPT induced all inflammatory M1-related genes tested, including *Il6*, *Il1b*, *Cxcl10*, *Cxcl9*, *Nos2*, *Cox2*, *Tnf*, and *Il12b*, whereas neither the anti-inflammatory cytokine *Il10* nor the M2(IL-4)-associated genes were modulated (Figure 1B). As shown in Figure 1B, C269 (blue bars) abrogated the effect of eNAMPT demonstrating the specificity of the effect. To evaluate whether the effect of eNAMPT could be attributed to its enzymatic activity, we next stimulated PECs with eNAMPT^H247E^, a mutant that has been shown to lose the catalytic activity (Wang et al., 2006). eNAMPT^H247E^ was able to induce M1-associated genes (Figure 1C) to the same extent as wild-type eNAMPT, conclusively proving that the extracellular enzymatic activity is dispensable for macrophage skewing.

**Figure 1:**
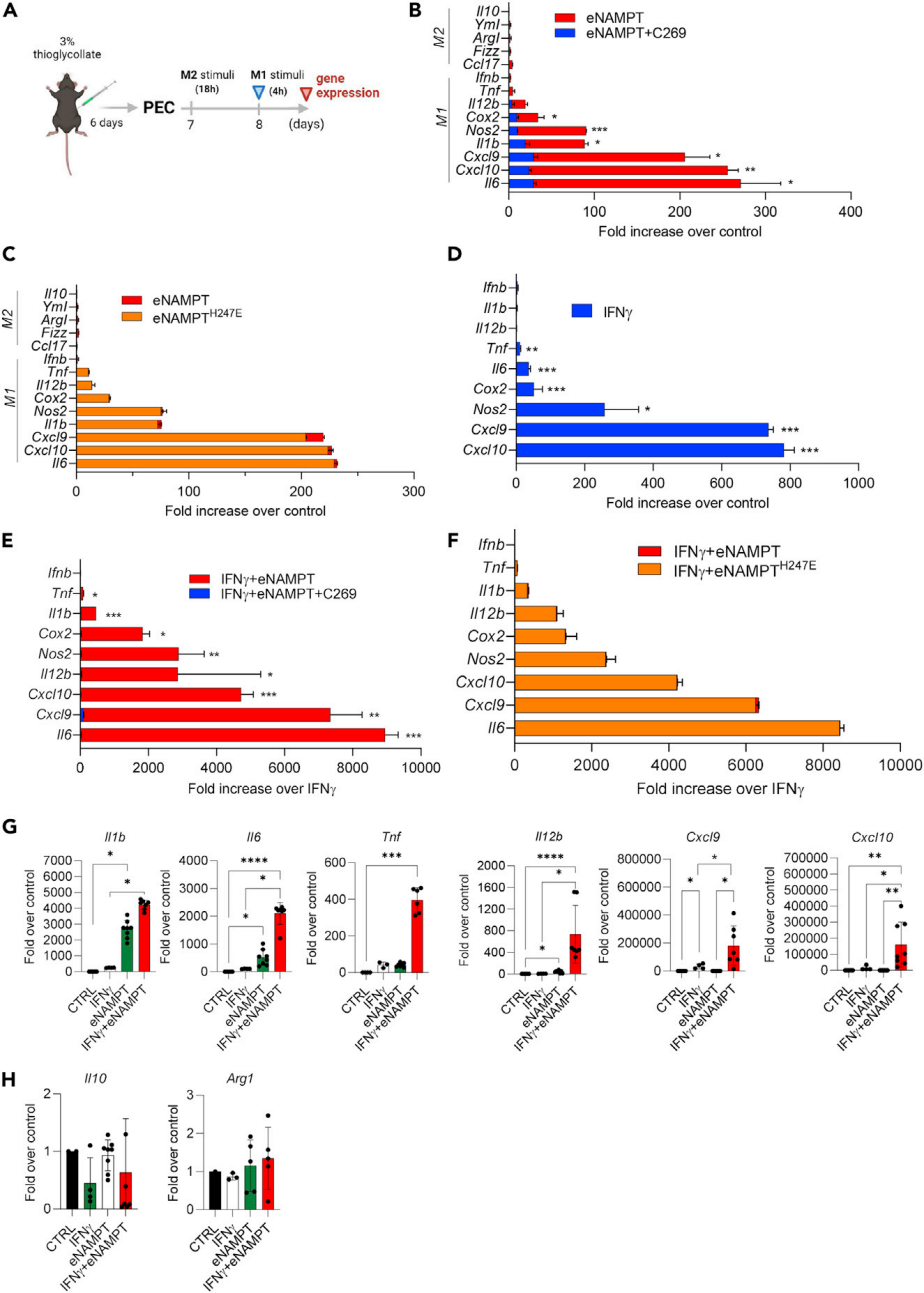
eNAMPT skews murine and human macrophage toward M1 polarization (A) Representative scheme of experimental plan (created with BioRender). (B) Gene expression changes of the indicated genes in response to eNAMPT (500 ng/mL) or eNAMPT and C269 (10 μg/mL) in murine PECs. Mean ± S.E.M. of 7 independent experiments. (C) Gene expression changes of the indicated genes in response to eNAMPT (500 ng/mL) or H247E NAMPT (500 ng/mL) in murine PECs. Mean ± S.E.M. of 2 independent experiments. (D) Gene expression changes in response to IFNγ (200 U/mL) in murine PECs. Mean ± S.E.M. of 7 independent experiments. (E) Gene expression changes in response to eNAMPT (500 ng/mL) and IFNγ (200 U/mL) in the presence or absence of C269 (10 μg/mL) in murine PECs. Mean ± S.E.M. of 3 independent experiments. (F) Gene expression changes in response to eNAMPT (500 ng/mL) and IFNγ (200 U/mL) and to H247E NAMPT (500 ng/mL) and IFNγ (200 U/mL) in murine PECs. Mean ± S.E.M. of 2 independent experiments. (G and H) Gene expression changes in human monocyte-derived macrophages treated with eNAMPT (500 ng/mL) and/or IFNγ (200 U/mL) for 24 h. Mean ± S.E.M. of 3 independent experiments. p value: ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001∗∗∗∗p < 0.0001.

Given that in several inflammatory conditions NAMPT has been shown to increase and act as an exacerbator of inflammation (Travelli et al., 2018), we explored the crosstalk between eNAMPT and other inflammatory stimuli. We treated PECs with interferon gamma (IFNγ), lipopolysaccharide (LPS), IL-6, IL-1β, granulocyte-macrophage colony-stimulating factor (GM-CSF), and IL-4 either as single stimuli (Figure 1D) or in combination with eNAMPT (Figures 1E and S1A–S1E). The results indicated that eNAMPT strongly enhanced the expression of IFNγ and LPS-induced genes (Figures 1E and S1A). The pattern of potentiation was not identical between IFNγ and LPS, although in both settings *Il6* was the most upregulated gene over the respective stimulus. On the contrary, IL-6, IL-1β, and GM-CSF responsive genes were not further induced by eNAMPT (Figures S1B–S1D). We confirmed the specific boosting effect of eNAMPT by using C269, which completely prevented the increased expression of IFNγ-induced genes (Figure 1E). Moreover, we verified that the synergism is maintained also with catalytically inactive eNAMPT^H247E^ mutant (Figure 1F; see Figure S1F for residual enzymatic activity of the mutant), confirming that also this phenomenon is not dependent on the enzymatic activity of the protein. We next investigated whether these observations could have relevance to humans by evaluating the effect of eNAMPT on human macrophages differentiated *in vitro* from monocytes of healthy donors. Of the selected gene panel, we confirmed that human recombinant eNAMPT alone significantly increased *Il6, Il1b*, and *Il12b* and in combination with IFNγ further enhanced the expression of IFNγ-induced genes *Cxcl9* and *Cxcl10* (Figure 1G). The combination of eNAMPT and IFNγ also potentiated the induction of the inflammatory genes *Il6*, *Il1b*, *Il12b*, *and Tnf*, whereas, as expected, no effect by eNAMPT, IFNγ, or the combination was observed on *Il10* and *Arg1* expression (Figures 1G and 1H).

Overall, these data indicate that eNAMPT is a cytokine endowed with selective M1-skewing activity and with a potent boosting activity on IFNγ-induced activation in both murine and human macrophages.

### Characterization of the M1 signature elicited by eNAMPT

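PECs are the peritoneal exudate cells, mostly macrophages, that enter the peritoneal cavity of mice after an injection of thioglycollate. RNA was sequenced from 20 libraries in 4 groups of 5, left unstimulated (CTRL) or stimulated for 4 h with eNAMPT at 500 ng/mL, with IFNγ at 200 U/mL or with the combination of both. NAMPT is an enzyme of NAD synthesis, and eNAMPT is its extracellular, cytokine-like form. The libraries were made with the QuantSeq 3′ kit, which reads each transcript near its polyadenylated end. The authors deposited the number of reads counted on each gene, without normalization, for 52550 mouse genes listed by Ensembl identifier. The deposited counts also cover 99 added control sequences (92 ERCC and 7 SIRV spike-ins), which took 1.82% of all reads. The paper's text does not name the aligner, the counting program or the annotation. For 50566 genes the deposited start is that of GENCODE vM21 on the mouse genome build GRCm38, and positions are given on that build.
Between 4378636 and 5596691 reads per library were counted on genes. The medians were 4852246 reads in CTRL, 4787328 with eNAMPT, 4875591 with IFNγ and 4912024 with the combination. A single read was worth 0.179 to 0.228 CPM, the count scaled to a common library size, so genes of a few CPM rest on few reads. The labels matched 12 libraries to 1 sample each. For the other 8 the labels and the names of the deposited columns disagreed, and these were matched to their group only, through the authors' deposited sums per group, which equal the sums of the 5 libraries for every gene. Replicates are named by the number in the deposited columns. Counts were normalized for library size and composition with edgeR's TMM method, and 10541 genes passed edgeR's filter on low counts. They were tested in 1 fit of all 20 libraries with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment. A gene was called up or down at an adjusted p below 0.05 and a log2 fold-change of at least 1 in size. In counts simulated from these libraries, the test found 185 of 200 changed genes with 2 false calls, and it called 0 genes between groups that differed in none. Values per group are CPM as mean ± SD over the 5 libraries.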

To fully characterize the effect of eNAMPT on macrophage-polarized activation, we carried out a comprehensive analysis of the transcriptional profile of PECs by RNA sequencing. Cells were stimulated for 4 h with eNAMPT (500 ng/mL) or with IFNγ (200 U/mL), as a reference stimulus inducing classic M1-polarized activation (Adams and Hamilton, 1984). When using a log2 fold-change of at least 1 with an FDR below 0.05, eNAMPT upregulated 407 genes over control (Figure 2A). 

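In the deposited counts, eNAMPT raised 329 genes over CTRL by the quasi-likelihood test. Scaling each library to its spike-ins in place of TMM, an alternative chosen after the values were seen, moved this number most, to 1767 genes, but to 331 when CTRL replicate 4 was also left out. Leaving out each of the 20 libraries in turn gave 260 to 438 genes. Among genes with a mean of at least 5 CPM and no overlap between the libraries of the groups, the largest increases were those of *Il1b*, *Ptgs2* and *Cxcl1*. *Ptgs2* (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227), which encodes cyclooxygenase 2, rose from 2.95 ± 1.44 CPM in CTRL to 126 ± 61.5 CPM with eNAMPT. Its log2 fold-change was 5.41 (SE 0.54, adjusted p = 1.1e-06 by the quasi-likelihood test), and it stayed between 5.25 and 5.69 with each library left out. eNAMPT replicate 1 had 20.6 CPM of *Ptgs2*, against 136 to 180 CPM in the other 4 eNAMPT libraries.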

When validating a selected 20-gene set by qPCR, we found a strong correlation between the two techniques, thereby validating our findings (Figure S2A). The IFNγ-induced gene expression pattern was coherent with the literature (Das et al., 2018; Piccolo et al., 2017) and resulted in the induction (with the same cut-offs as above) of 947 genes (Figure 2B). 

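IFNγ raised 805 genes over CTRL, and 735 to 845 with each library left out. Testing against a log2 fold-change of 1 with edgeR's glmTreat, which asks for a change significantly above that size, moved this number most as a ratio, to 378 genes, and without a fold-change threshold it was 1476. By the same ranking as above, the largest increases were those of *Serpina3f*, *Nos2* and *Cxcl9*. The ranking used fitted values, which for *Serpina3f* and *Nos2* rest on few CTRL reads. Their lower bounds do not place them above *Cxcl9*. *Serpina3f* (ENSMUSG00000066363, chromosome 12, 104214544 to 104221129) had at most 2 reads in any CTRL library and 177 ± 27.7 CPM with IFNγ, at least 316-fold higher (adjusted p = 4.4e-15 by the quasi-likelihood test). It belongs to a cluster of similar genes, and the counts do not show how reads shared between them were assigned. *Nos2* (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) had at most 1 read in any CTRL library and 60.3 ± 49.6 CPM with IFNγ, at least 108-fold higher (adjusted p = 2.3e-05 by the same test). *Cxcl9* (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) rose from 1.42 ± 0.74 CPM to 980 ± 428 CPM, a log2 fold-change of 9.41 (SE 0.49, adjusted p = 1.5e-11 by the same test).
The interferon-inducible GTPases, a family of IFNγ target genes, were tested as a set with limma's camera at a preset correlation of 0.01, together with 4 other sets listed by symbol. Adjustment was over the 15 pairs of a set and a stimulus against CTRL. All 17 tested GTPase genes were called up with IFNγ, with a median log2 fold-change of 4.02 (adjusted p = 7.7e-25 by camera), and 1 of them, *Gbp5*, was called up with eNAMPT (adjusted p of the set 0.175 by camera). The adjusted p of the set with eNAMPT was 0.0075 without CTRL replicate 2, and without CTRL replicate 1 it was 0.962 with the direction reversed. With the correlation between genes estimated from the data, the camera calls that held among all 15 were the GTPases with IFNγ and with the combination and the NF-κB genes with eNAMPT. A limit applies to every camera call reported here. When the 10 libraries of CTRL and IFNγ were regrouped at random, 47 of 100 groupings, the real one included, had as many of the 5 sets called. Each other grouping exchanged only 1 or 2 libraries of each group, so part of the IFNγ effect stayed in it. The number therefore cannot tell how much weight a single call has.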

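Of the 1021 genes called up with either stimulus, 113 (11.1%) were called up with both, and these made up 34.3% of the genes up with eNAMPT. With each library left out in turn, 95 to 142 genes were up with both. Under glmTreat the number was 24, the lowest among the alternatives. Both lists were drawn against the same 5 CTRL libraries, which by itself can produce shared genes. In 20 simulations in which the changes with eNAMPT were moved to other genes of like expression, the median number of shared genes was 50 and the highest 57.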

The concordance between the two stimuli was low, with only 134 out of 1,219 genes (11%) that were significantly upregulated by both (Figure 2C). These results suggest that eNAMPT and IFNγ activate two different pathways that ultimately regulate distinct transcriptional programs. 

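The lists of genes called up and down crossed in part. There were 17 genes up with eNAMPT and down with IFNγ, and 17 genes down with eNAMPT and up with IFNγ.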

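The number of genes called up with eNAMPT at a log2 fold-change above 2 was 104, and 46 of them were also called up with IFNγ. Restricting the test to genes with at least 10 reads in every library, which drops genes absent from a group, gave 45 and 22 genes. Under glmTreat there were 67 and 19, and under scaling to the spike-ins 560 and 124. Of the 42 genes drawn in Figure 2D, 40 passed the filter on low counts, and all 40 had a log2 fold-change above 2 with eNAMPT. Of these 40 genes, 24 were called up with IFNγ and 4 were called down. By the bounds of the colors in Figure 2D, the log2 fold-change with IFNγ was below 0.5 for 11 genes, 0.5 to 1.5 for 6 genes and above 1.5 for 23 genes. The remaining 2 genes, *Il6* (ENSMUSG00000025746) and *Il12b* (ENSMUSG00000004296), had 0 reads in every CTRL library. With eNAMPT they had 4 to 9 reads and 5 to 8 reads per library, and with IFNγ at most 2 reads and 0 reads.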

Notably, a poor superimposition was confirmed also in terms of extent of gene expression, indeed only a few genes (12 out of the 42 genes) that were upregulated by eNAMPT with at least a log2 fold-change above 2 were also upregulated by IFNγ (red bars) (Figure 2D). 

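*Icosl* (ENSMUSG00000000732, chromosome 10, 78069302 to 78083913), which encodes a ligand that costimulates T cells, was measured at 1.01 ± 0.54 CPM in CTRL and 9.10 ± 4.93 CPM with eNAMPT. This was a log2 fold-change of 3.16 (SE 0.46, adjusted p = 9.7e-05 by the quasi-likelihood test). IFNγ brought it to 3.76 ± 1.60 CPM, a log2 fold-change of 1.88 (SE 0.50, adjusted p = 0.0075 by the same test), though the 5 IFNγ libraries overlapped with those of CTRL. It stayed between 1.65 and 2.11 with each library left out.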

Although some of these differences may be attributable to the cut-offs chosen (for example, *Icosl* has a fold-change of 1.5 with IFNγ), most genes were selectively upregulated by eNAMPT (light blue bars), thereby representing an inflammatory signature that is distinct from the IFNγ ones. For example, *Il1b*, *CxCl1*, and *CxCl3* are strongly induced by eNAMPT and repressed by IFNγ (*Il1b* log2 fold-change −0.19, *CxCl1* log2 fold-change −2.44, and *CxCl3* log2 fold-change −1.0). 

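*Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was measured at 2.22 ± 1.29 CPM in CTRL, 417 ± 182 CPM with eNAMPT and 1.67 ± 1.2 CPM with IFNγ. Its log2 fold-change was 7.55 with eNAMPT (SE 0.63, adjusted p = 1.4e-07 by the quasi-likelihood test). With IFNγ it was −0.42 (SE 0.74, adjusted p = 0.741 by the same test), within the spread between replicates, and it ranged from −0.83 to −0.08 with each library left out and turned to 0.16 when libraries were scaled to the spike-ins. eNAMPT replicate 1 had 105 CPM of *Il1b*, against 418 to 541 CPM in the other 4. *Cxcl1* (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115), a neutrophil chemokine, went from 19.1 ± 8.89 CPM in CTRL to 624 ± 387 CPM with eNAMPT and 1.70 ± 0.571 CPM with IFNγ. The log2 fold-changes were 5.03 (SE 0.58, adjusted p = 6.6e-06 by the quasi-likelihood test) and −3.49 (SE 0.68, adjusted p = 5.5e-04). *Cxcl3* (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600), its neighbor, went from 5.65 ± 3.52 CPM to 138 ± 62.8 CPM with eNAMPT, a log2 fold-change of 4.60 (SE 0.52, adjusted p = 4.6e-06 by the quasi-likelihood test). With IFNγ *Cxcl3* was at 2.02 ± 1.12 CPM, a log2 fold-change of −1.5 (SE 0.63, adjusted p = 0.0929 by the same test). That decrease did not pass the threshold, except without CTRL replicate 1, where it was −1.76 at an adjusted p below 0.05.

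**Figure D1:**
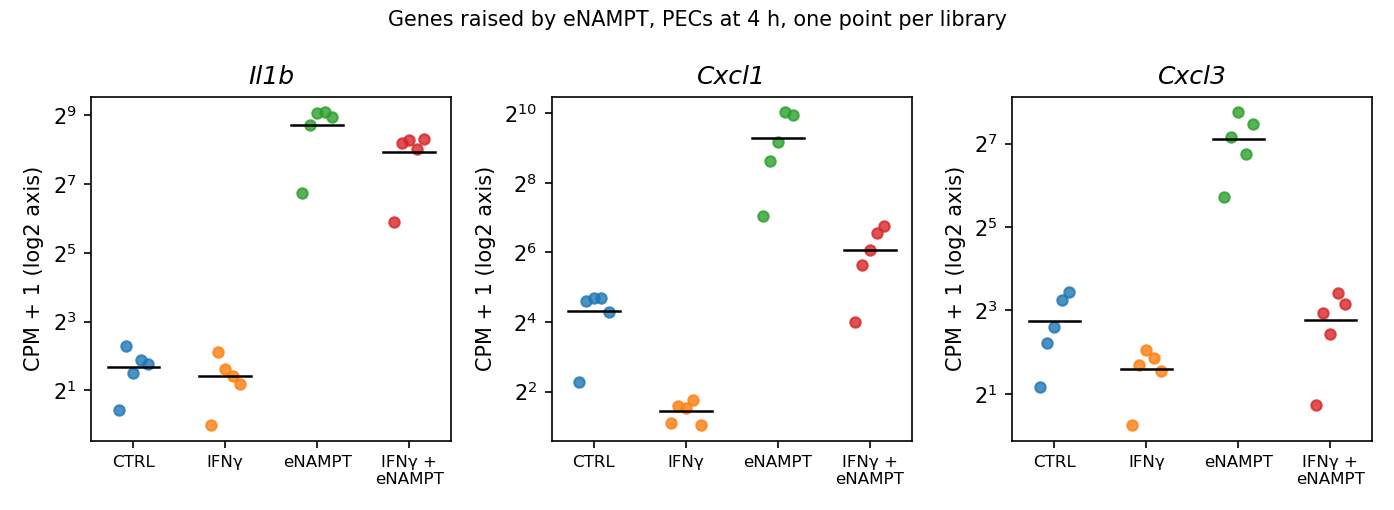
CPM of *Il1b*, *Cxcl1* and *Cxcl3* in each of the 5 libraries of the 4 groups, plotted as CPM + 1 on a log2 axis, with a line at the mean. The eNAMPT libraries lie above the CTRL libraries for all 3 genes, while the IFNγ libraries lie lowest for *Cxcl1* and overlap with CTRL for *Il1b*.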

We also analyzed the genes downregulated by eNAMPT or IFNγ. Using the same cut-offs as above, 241 and 489 genes were repressed by eNAMPT and IFNγ, respectively (Figure S2B). 

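Genes called down numbered 135 with eNAMPT and 327 with IFNγ. Without a fold-change threshold these numbers were 454 and 1007. Scaling to the spike-ins moved both most as a ratio, to 2 and 53 genes. It raised the median log2 fold-change of all genes by 0.91 with eNAMPT and by 0.33 with IFNγ. With CTRL replicate 4 left out, that scaling gave 1 and 76 genes and shifts of 0.69 and 0.13. Without eNAMPT replicate 3, 89 genes were called down with eNAMPT. By the same ranking as for the increases, the largest decreases with eNAMPT were those of *Fhdc1*, *Abcg3* and *Abcd2*. *Fhdc1* (ENSMUSG00000041842, chromosome 3, 84442198 to 84480429) fell from 9.75 ± 3.09 CPM to 1.98 ± 0.787 CPM, a log2 fold-change of −2.27 (SE 0.29, adjusted p = 2.0e-05 by the quasi-likelihood test). *Abcg3* (ENSMUSG00000029299, chromosome 5, 104935057 to 104982718) fell from 9.86 ± 4.37 CPM to 2.05 ± 1.17 CPM with eNAMPT, a log2 fold-change of −2.26 (SE 0.41, adjusted p = 8.7e-04 by the same test), and was not changed detectably by IFNγ (0.25, SE 0.35, adjusted p = 0.659). *Abcd2* (ENSMUSG00000055782, chromosome 15, 91145871 to 91191799) fell from 8.54 ± 1.06 CPM to 2.16 ± 1.30 CPM, a log2 fold-change of −1.98 (SE 0.29, adjusted p = 9.0e-05 by the same test). With IFNγ the largest decreases were those of *S1pr1*, *Cxcl1* and *Nuak1*. *S1pr1* (ENSMUSG00000045092) encodes a receptor for sphingosine-1-phosphate and fell from 34.6 ± 6.55 CPM to 1.54 ± 0.979 CPM, a log2 fold-change of −4.46 (SE 0.31, adjusted p = 1.0e-09 by the same test). *Nuak1* (ENSMUSG00000020032) encodes a kinase and fell from 11.2 ± 3.03 CPM to 1.27 ± 0.530 CPM, a log2 fold-change of −3.14 (SE 0.46, adjusted p = 2.3e-05 by the same test).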

Again, concordance between the two stimuli was low, and the 20 most downregulated genes by eNAMPT are displayed in Figure S2C.

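Of the 415 genes called down with either stimulus, 47 (11.3%) were called down with both, and 31 to 57 with each library left out, with 31 without eNAMPT replicate 3. In the 20 simulations with moved changes, the median was 9.5 shared genes and the highest 17. Of the 20 genes in Figure S2C, 16 passed the filter on low counts. All 16 were called down with eNAMPT, and 7 of them also with IFNγ. The other 4 genes were *Lrrc39*, *Prickle2*, *Smpd3* and *Tesk2*. Their reads per library were 3 to 17, 3 to 9, 2 to 15 and 5 to 14 in CTRL, and at most 3, 1, 2 and 4 with eNAMPT.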

**Figure 2:**
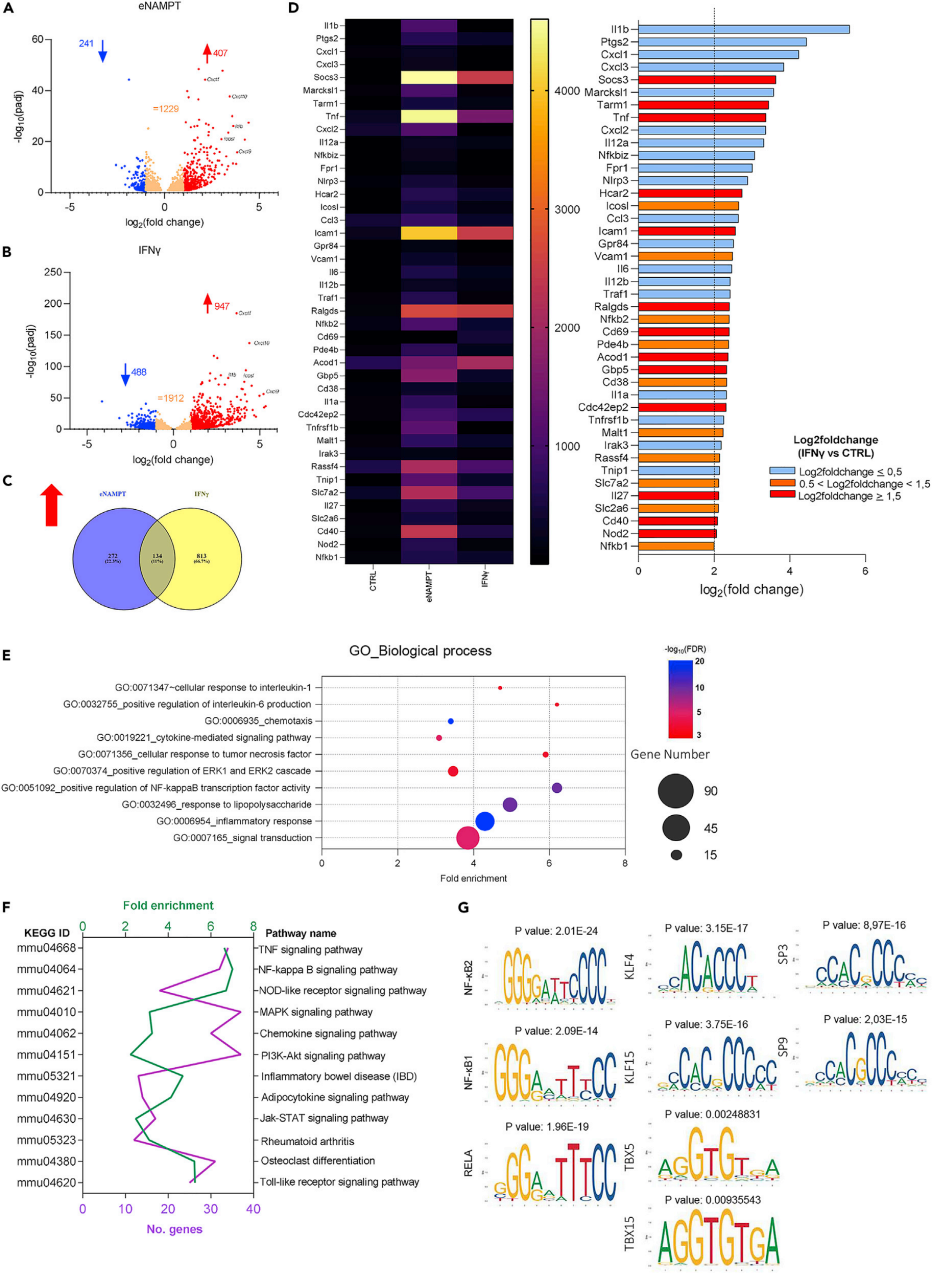
eNAMPT triggers a unique M1 signature (A and B) Volcano plot of the differentially expressed genes by eNAMPT (500 ng/mL) or IFNγ (200 U/mL), respectively, using RNAseq analysis on PECs (n = 5 replicates/condition); FDR ≤ 0.05; (C) Venn diagram of the relationship between eNAMPT- and IFNγ-regulated genes (FDR ≤ 0.05 and log2 fold-change > 1); (D) heatmap and histogram representation depicting the most upregulated genes by eNAMPT. Light blue bars represent those genes that are not regulated by IFNγ (log2-fold change < 0.5), orange represents those genes that are moderately regulated by IFNγ (0.5 < log2-fold change < 1.5), and red represents those genes that are highly regulated by IFNγ (log2-fold change > 1.5); (E) gene ontology analysis of eNAMPT-upregulated genes; (F) top 12 pathways highlighted by KEGG analysis emerging from eNAMPT-upregulated genes; number of genes annotated in each pathway (purple) and fold enrichment (green) are shown; (G) patterns of transcription factor motif enrichment within the promoters of the eNAMPT-upregulated genes.

Figure 2E shows the top 10 most enriched pathways by eNAMPT using gene ontology (GO) analysis. As expected, there is an enrichment in inflammatory response genes, including those involved in LPS and cytokine (TNFα, IL-6, and IL-1β) responses as well as genes associated with the activation of ERK and NF-κB cascades. 

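No database of ontology terms was used here, and a set of NF-κB family and feedback genes listed by symbol was tested in its place. All 21 tested genes of this set were higher with eNAMPT than in CTRL, with a median log2 fold-change of 1.55, and 16 were called up. The adjusted p of the set was 2.0e-19 by camera, 2.6e-06 by fry, a rotation test that keeps the correlation between genes, and 0.0305 by camera with the correlation estimated. The largest increases among the 16 were those of *Nfkbiz* (3.16), *Traf1* (2.75) and *Nfkb2* (2.71), as log2 fold-changes. With IFNγ the median of the set was 1.04 (adjusted p = 1.9e-04 by camera), and 9 of the 21 genes were called up. The sets of this family that respond to LPS, TNFα, IL-6, IL-1β and ERK were not tested.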

Interestingly, the same analysis also highlighted an enrichment in genes involved in chemotaxis. Moreover, the GO molecular function confirmed that the binding of eNAMPT to a receptor (not shown) is the most plausible mechanism whereby eNAMPT modulates gene expression. 

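A set of chemokine ligands stood in for chemotaxis. Of its 23 tested genes, 15 were higher with eNAMPT than in CTRL and 8 were called up, with a median log2 fold-change of 0.78. The adjusted p of this set was 0.00108 by camera and 0.0448 by fry, but 0.402 by camera with the correlation estimated. The 8 genes were *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, *Cxcl10*, *Cxcl16*, *Ccl3* and *Ccl4*. *Cxcl10* was not called in 4 of the 20 fits that left out 1 library, among them the fit without eNAMPT replicate 2 (log2 fold-change 1.96, adjusted p above 0.05). *Cxcl2* (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) had the highest level among them and rose from 75.6 ± 36.6 CPM to 1423 ± 826 CPM, a log2 fold-change of 4.23 (SE 0.60, adjusted p = 7.5e-05 by the quasi-likelihood test). CTRL replicate 1 had 11.7 CPM of *Cxcl2*, against 82.8 to 103 CPM in the other CTRL libraries.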

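Genes of the JAK-STAT pathway and the Toll-like receptors were also tested as sets. Of 36 tested JAK-STAT genes, 25 were higher with eNAMPT than in CTRL, with a median log2 fold-change of 0.23. The adjusted p was 3.5e-04 by camera and 0.00102 by fry, but 0.182 by camera with the correlation estimated. The JAK-STAT genes called up with eNAMPT were *Socs3* (log2 fold-change 4.10), *Jak2* (1.59) and *Stat5a* (1.12). With IFNγ the same set had a median of 0.48 (adjusted p = 1.05e-05 by camera), with 14 genes called up and 1, *Ifngr1*, called down. The 7 tested Toll-like receptor genes had a median log2 fold-change of 0.02 with eNAMPT (adjusted p = 0.577 by camera). Among them *Tlr2* (log2 fold-change 1.71) and *Tlr1* (1.09) were called up. *Tlr6* was higher (0.66, adjusted p = 0.0045 by the quasi-likelihood test) without reaching a log2 fold-change of 1. *Tlr4* (−0.95, adjusted p = 1.3e-04 by the same test) and *Tlr13* (−0.69, adjusted p = 0.021) were lower without reaching −1. Scaled to the spike-ins, which raised the median of all genes by 0.91, *Tlr4* was at −0.08 and *Tlr13* turned to 0.12. In 43 of 100 random regroupings of the CTRL and eNAMPT libraries, the real one included, as many of the 5 sets were called as in the real groups. Part of the eNAMPT effect stayed in those regroupings too. Genes of the TNF, MAPK and PI3K-AKT pathways were not tested as sets. The Toll-like receptor set held receptor genes only, so the TLR signaling pathway as a whole was not tested either.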

We also performed KEGG pathway enrichment analyses of the genes upregulated by eNAMPT (Figure 2F), and we corroborated the involvement of several inflammatory signaling pathways including TNF, NF-κB, JAK-STAT, MAPK, PI3K-AKT, and TLRs. We also analyzed the 241 downregulated genes, but no enrichment was found using either the GO or KEGG databases. Last, we performed predictive analysis of transcription factors driving the upregulated DEGs *via* Pscan and JASPAR. The results highlighted NF-κB, KLF, and TBX family members as the most enriched transcription factors (Figure 2G).

### eNAMPT promotes chemotaxis in a TLR4-independent manner

The above results pointed out three functional observations: (1) NF-κB appears to be an important mediator of eNAMPT responses; (2) eNAMPT responses seem to be not dissimilar to LPS responses, posing the question on whether eNAMPT acts *via* TLR4, as previously proposed (Camp et al., 2015); and (3) eNAMPT could play a role in chemotaxis. We also proceeded in analyzing the DEGs with STRING, that predicts interaction between gene products. As shown in Figure S2D, eNAMPT-responsive genes could be clustered in five networks, the three highlighted in the above points as well as IL-6 and TNF networks.

Given that it has been firmly demonstrated that NF-κB acts down-stream of eNAMPT (Camp et al., 2015; Managò et al., 2019), we did not pursue this further. We instead decided to investigate the responses of TLR4-KO PECs to eNAMPT. As shown in Figure 3A, eNAMPT triggered a similar response in wild-type and TLR4-KO PECs, whereas, as expected, LPS did not elicit any response on PECs derived from TLR4-KO mice (data not shown). Among the 22 genes evaluated, *CxCl10* only was statistically reduced in TLR4-KO PECs treated with eNAMPT. On a descriptive front, the expression of a few genes was blunted (e.g., *Nos2, Il23a, CxCl9*, or *Il12b*), and the others were virtually unchanged. These data suggest a minor contribution of TLR4 in eNAMPT-induced gene expression along with the existence of an alternative receptor for eNAMPT-driven M1 macrophage activation.

**Figure 3:**
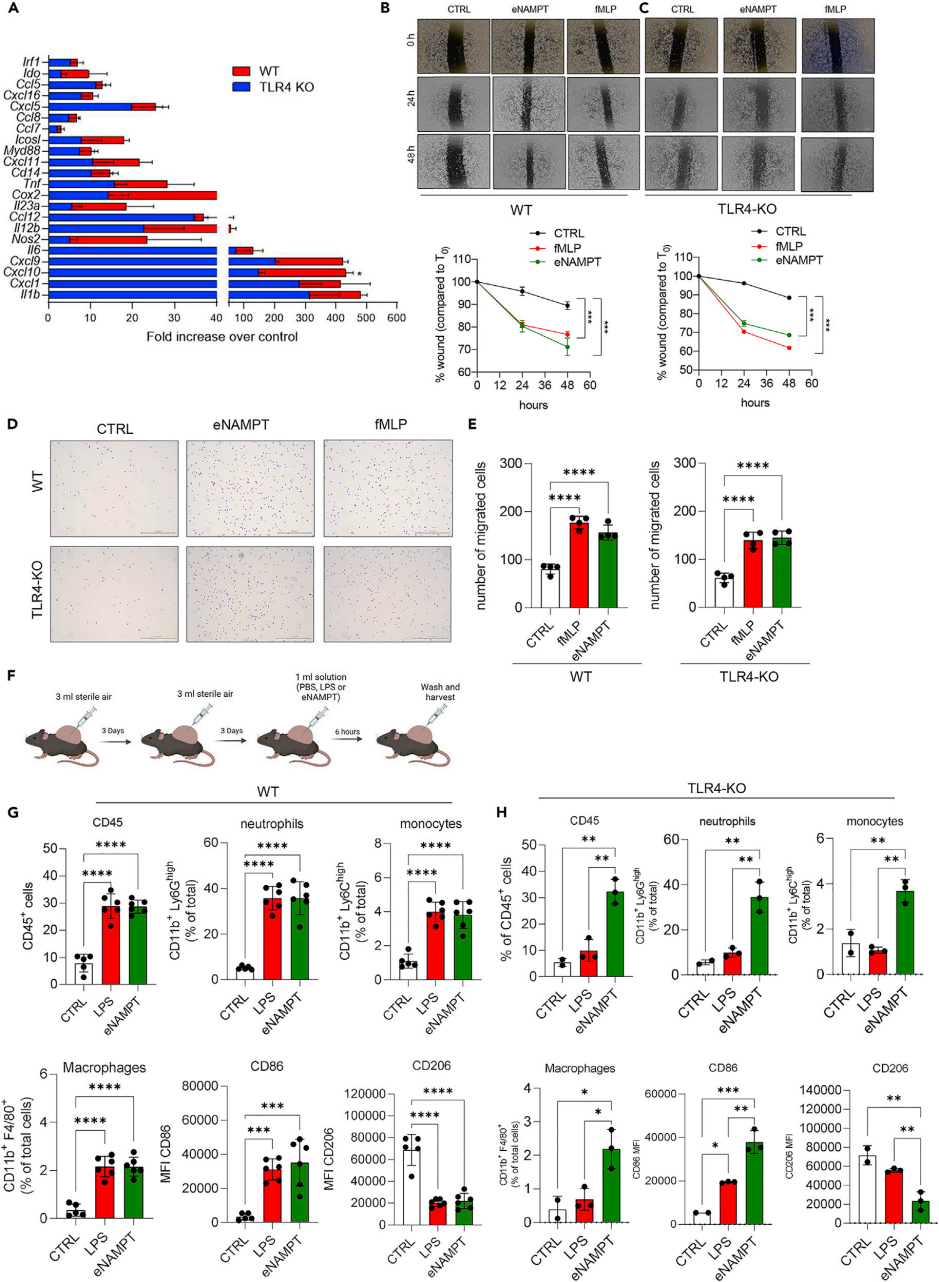
eNAMPT has pro-migratory properties *in vitro* and *in vivo*, not mediated by TLR4 (A) Gene expression changes of the indicated genes in response to eNAMPT (500 ng/mL) in PECs from wild-type (WT) and TLR4 knock-out (TLR4-KO) mice. Mean ± S.E.M. of 3 independent experiments; (B and C) representative wound healing images (top) and analysis (bottom) of PECs from wild-type and TLR4-KO mice, treated with vehicle, eNAMPT (500 ng/mL), or fMLP (1 μM). Mean ± S.E.M. of 6 determinations from 3 separate experiments; (D) representative microscopic images; and (E) quantification of PECs from WT or TLR4-KO mice migrated through transwells (Crystal violet stain, magnification 40×). Mean ± S.E.M. of 6 determinations from 3 separate experiments. (F) Representative scheme of the air pouch model; mice were treated with vehicle (PBS; CTRL), LPS (1 μg/mL), and eNAMPT (50 μg/mice). (G and H) FACS analysis of immune cells harvested from the air pouch lavage in WT and TLR4-KO mice. Mean percentage ± SEM from 3 separate experiments. p value: ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001; ∗∗∗∗p < 0.0001.

Next, to unravel the potential impact of eNAMPT on macrophage migratory behavior, we performed functional *in vitro* and *in vivo* assays. First, we carried out a wound healing assay. PECs were seeded at the concentration required to cover cell culture area, scratched and treated with 500 ng/mL eNAMPT or 1 μM of the chemotactic peptide N-formyl-methionyl-leucyl-phenylalanine (fMLP) as a positive control (Ortiz-Masiá et al., 2010). We monitored wound closure at different time points, and we found that eNAMPT and fMLP similarly accelerated wound closure compared with control (Figures 3B and 3C). Next, using a Transwell migration assay, we evaluated the chemotactic response of PECs toward eNAMPT or fMLP. The results confirmed a remarkable increase of PECs recruited in response to either eNAMPT or fMLP (Figures 3D and E).

To corroborate this chemotactic activity *in vivo*, we performed the subcutaneous air pouch model (Figures 3F–3H and S3), enabling the analysis of inflammatory cell response to local chemoattractants (Lu et al., 2020). eNAMPT (50 μg), LPS (1 μg; as a positive control), or an equal volume of PBS were injected subcutaneously, in the air pouch, and, after 6 h, cells recruited were harvested and analyzed by flow cytometry. The results showed a significant accumulation of leukocytes (CD45^+^cells) including neutrophils (CD11b^+^Ly6G^high^Ly6C^low/-^ cells), monocytes (CD11b^+^Ly6G^−^Ly6C^high^ cells), and macrophages (CD11b^+^F4/80^+^Ly6C^low/−^ cells) in the air pouches injected with eNAMPT- or LPS as compared with PBS. Moreover, macrophages showed a CD86^high^CD206^low^ phenotype that implies an M1-skewed polarized activation (Figure 3H).

To determine the potential contribution of TLR4 in eNAMPT chemotactic activity, we carried out *in vitro* migration assays with TLR4-KO PECs, and we found that eNAMPT still promoted PEC migration in both wound healing model (Figure 3C) and in Transwell migration assay (Figure 3E). In keeping with WT PECs, the effect of eNAMPT was comparable to fMLP on TLR4-KO PEC, strengthening that eNAMPT induces PEC migration in a TLR4-independent manner. Consistently, TLR4-KO mice showed an impaired recruitment of inflammatory cells in the air pouch upon LPS treatment but maintained responsiveness to eNAMPT (Figure 3H).

### eNAMPT boosts IFNγ responses in a TLR4-independent manner

To get insight into the inflammatory activities of eNAMPT, we decided to explore the effect that eNAMPT exerts toward IFNγ responses (Figure 1D). As shown in Figure 4A, the co-stimulation of PECs with eNAMPT and IFNγ regulated a significantly higher number of genes (1715 genes upregulated versus 895 downregulated) than control and single treatments (Figure 2B). Also in this case, we confirmed the correlation between RNAseq and qPCR (Figure S4A). 

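The combination raised 904 genes over CTRL and lowered 695. With each library left out, 854 to 934 genes were up and 623 to 768 down. Without a fold-change threshold the numbers were 1795 and 1640, and scaling to the spike-ins left 143 genes down, or 218 when CTRL replicate 4 was also left out. The comparison with CTRL gave the largest increases in *Nos2*, *Serpina3f* and *Cxcl9*, by the ranking used for the single stimuli. Here too the lower bounds of *Nos2* and *Serpina3f* do not place them above *Cxcl9*. *Nos2* reached 249 ± 192 CPM, at least 446-fold higher than CTRL (adjusted p = 1.0e-06 by the quasi-likelihood test), and *Serpina3f* reached 281 ± 35.1 CPM, at least 503-fold higher (adjusted p = 1.3e-15). *Cxcl9* reached 3927 ± 1275 CPM, a log2 fold-change of 11.41 (SE 0.52, adjusted p = 1.6e-12 by the same test).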

As shown in Figure 4B, most genes upregulated by eNAMPT or IFNγ as single stimuli (Figure 2C) are also upregulated by the combination. Indeed, most of the genes that are induced by IFNγ (86.1%) are still significantly induced in presence of eNAMPT, whereas approximately two-thirds of the genes (66.1%) upregulated by eNAMPT alone emerged also upon the combination. 

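Among the 805 genes called up with IFNγ, 657 were also called up with the combination, or 81.6% (Wilson 95% interval 78.8 to 84.1%). Among the 329 genes called up with eNAMPT, 208 were also up with the combination, or 63.2% (57.9 to 68.3%). These intervals cover the counting of genes, which are not independent of each other, and not the spread between libraries. With each library left out, the shares ranged from 75.8 to 85.9% and from 54.1 to 68.8%. Scaling to the spike-ins gave 84.9% and 22.8%. The genes up in all 3 comparisons numbered 112. Of the 148 genes up with IFNγ and not with the combination, 145 still had a positive log2 fold-change over CTRL with the combination. In the direct comparison, 28 of the 148 were lower with the combination than with IFNγ at an adjusted p below 0.05 by the quasi-likelihood test.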

Of note, a considerable number of genes induced by the combination (44.2%) were not significantly modulated by the single stimuli, indicating that the co-presence of eNAMPT and IFNγ might activate new transcriptional programs or enhance the expression of weakly induced genes, leading to an increase of those that overcome the threshold (log2 fold-change>1; FDR <0.05). 

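Of the 904 genes called up with the combination, 151 were called up with neither single stimulus, or 16.7% (Wilson 95% interval 14.4 to 19.3%). Under glmTreat this share was 31.2%, the highest among the alternatives, and under scaling to the spike-ins 8.70%, the lowest. The median log2 fold-change of the 151 genes was 0.37 with eNAMPT, 0.79 with IFNγ and 1.2 with the combination. In 138 of the 151 genes, at least 1 single stimulus gave a log2 fold-change above 0.5, and 102 genes passed an adjusted p of 0.05 with a single stimulus in the quasi-likelihood test. Compared directly with IFNγ alone, 45 of the 151 genes were called up with the combination.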

We next focused on the 50 top-ranked genes that were upregulated by the combination (Figure 4C). Among these genes, we could find a few genes that were part of the NAMPT signature (i.e., *CxCl9*, *Il1b*, *Il12b*, *Il6,* and *Marcksl1* and *Cd38*, Figure 4C), whereas most genes belonged to the IFNγ signature. 

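Ranked by log2 fold-change among the genes called up with the combination, the 50th gene stood at 4.82. Of the 50 top genes in these counts, 47 were called up with IFNγ and 19 with eNAMPT, and 23 are listed in Table S3. Of the 50 genes of Table S3, 48 passed the filter on low counts, and 45 of these were up with IFNγ and 23 with eNAMPT. *Cxcl9* was not changed detectably by eNAMPT alone, with 2.14 ± 1.30 CPM and a log2 fold-change of 0.57 (SE 0.52, adjusted p = 0.50 by the quasi-likelihood test). *Il1b* was at 244 ± 106 CPM with the combination, a log2 fold-change over CTRL of 6.77 (SE 0.62, adjusted p = 3.1e-08 by the same test). *Marcksl1* (ENSMUSG00000047945, chromosome 4, 129513581 to 129515985) rose from 16.0 ± 6.17 CPM to 235 ± 49.5 CPM with eNAMPT, a log2 fold-change of 3.88 (SE 0.34, adjusted p = 2.2e-07 by the same test), and to 239 ± 45.5 CPM with the combination. With IFNγ it was at 26.7 ± 11.4 CPM (0.74, SE 0.32, adjusted p = 0.110 by the same test), and without IFNγ replicate 1 the log2 fold-change was 0.97 with an adjusted p below 0.05. *Cd38* (ENSMUSG00000029084, chromosome 5, 43868553 to 43912375), which encodes an enzyme that consumes NAD, went from 12.8 ± 4.83 CPM to 67.6 ± 12.0 CPM with eNAMPT and 38.4 ± 8.42 CPM with IFNγ. Its log2 fold-changes were 2.41 (SE 0.21, adjusted p = 2.0e-07 by the same test) and 1.59 (SE 0.21, adjusted p = 6.3e-06). With the combination, *Il6* had 5 to 30 reads and *Il12b* 4 to 29 reads per library.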

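The 48 tested genes of Table S3 were all called up with the combination and all had a log2 fold-change above 3. The lowest was that of *Cd38*, at 3.25, with 121 ± 9.11 CPM. Across all tested genes, 142 were called up with the combination at a log2 fold-change above 3.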

Overall, the combination significantly induced a more pronounced upregulation of genes than the single agents (Figures 2D and 2E); indeed, all the genes have a log2 fold-change higher than 3 rather than 2. 

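Table S3 sets the fold-change of the combination against the product of the fold-changes of the single stimuli, without a test. On the log2 scale the ratio of these is the interaction, which is positive where the combination exceeds the product. Over all tested genes the interaction was positive for 14 genes and negative for 29 at an adjusted p below 0.05 by the quasi-likelihood test, at any size, and 1708 genes had an unadjusted p below 0.05. These counts moved with single libraries, from 5 to 45 positive and 11 to 63 negative genes with each library left out. There were 45 and 63 without eNAMPT replicate 4 and 5 and 11 without IFNγ replicate 3. Scaling to the spike-ins lowered them most, to 0 positive and 2 negative genes, with 1 and 2745 genes at an unadjusted p below 0.05. DESeq2 on the same genes gave 56 and 87. A block for the replicate number, an alternative set beforehand, raised them most, to 90 and 121. Correlations between libraries of equal number do not settle whether the numbers pair the libraries. A term for the libraries numbered 1, added after the values were seen, gave 37 and 65. In simulated counts the interaction test found 178 of 200 changed genes with 10 false calls. The interactions put into those counts were all larger in size than those estimated below for *Cxcl9*, *Cxcl11* and *Irf8*, and genes varied independently. How often interactions of that smaller size are found was not tested. By the ranking used for the single stimuli, the largest positive interactions among called genes were those of *F630028O10Rik* (ENSMUSG00000078122), at 2.20 (SE 0.37, adjusted p = 0.0117 by the quasi-likelihood test), *Sphk1* (ENSMUSG00000061878), at 1.63 (SE 0.29, adjusted p = 0.0145), and *Klhl6* (ENSMUSG00000043008), at 1.57 (SE 0.31, adjusted p = 0.0290). The call of *Klhl6* was lost in 10 of the 20 fits that left out 1 library, among them the fit without eNAMPT replicate 3 (1.50, adjusted p above 0.05). All 3 fell with eNAMPT alone, by log2 fold-changes of −1.61, −1.33 and −1.20.
Among the 48 tested genes of Table S3, the interaction was positive for 1 gene, *Irf8*, at 0.76 (SE 0.16, adjusted p = 0.0464 by the quasi-likelihood test), and for 0 genes in 16 of the 20 fits that left out 1 library. Adjusted over the list alone it was positive for 2 genes, *Irf8* and *Ifitm1* (2.91, SE 1.02). The study chose this list on the same samples, so this count is not independent evidence. A block for the replicate number gave 2 positive genes over all genes and 5 over the list alone. Scaling to the spike-ins gave 0 and 0. *Cxcl9* had an interaction of 1.43 (SE 0.63, adjusted p = 0.289 by the quasi-likelihood test) and *Cxcl11* (ENSMUSG00000060183, chromosome 5, 92359544 to 92365485) of 1.38 (SE 1.34, adjusted p = 0.542). For *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) it was −1.81 (SE 0.87, adjusted p = 0.307 by the same test), for *Il1b* −0.35 (SE 0.89, adjusted p = 0.830) and for *Gbp4* (ENSMUSG00000079363, chromosome 5, 105115767 to 105139586) −0.09 (SE 0.56, adjusted p = 0.934). None of these 5 passed the threshold, and 2 changed sign when single libraries were left out, *Il1b* to 0.0536 without IFNγ replicate 2 and *Gbp4* to 0.30 without eNAMPT replicate 2. The 3′ end of *Gbp4* overlaps *Gbp8* and *Gbp9* on the same strand. *Il12b* had 0 reads in every CTRL and IFNγ library, so its interaction could not be estimated.

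**Figure D2:**
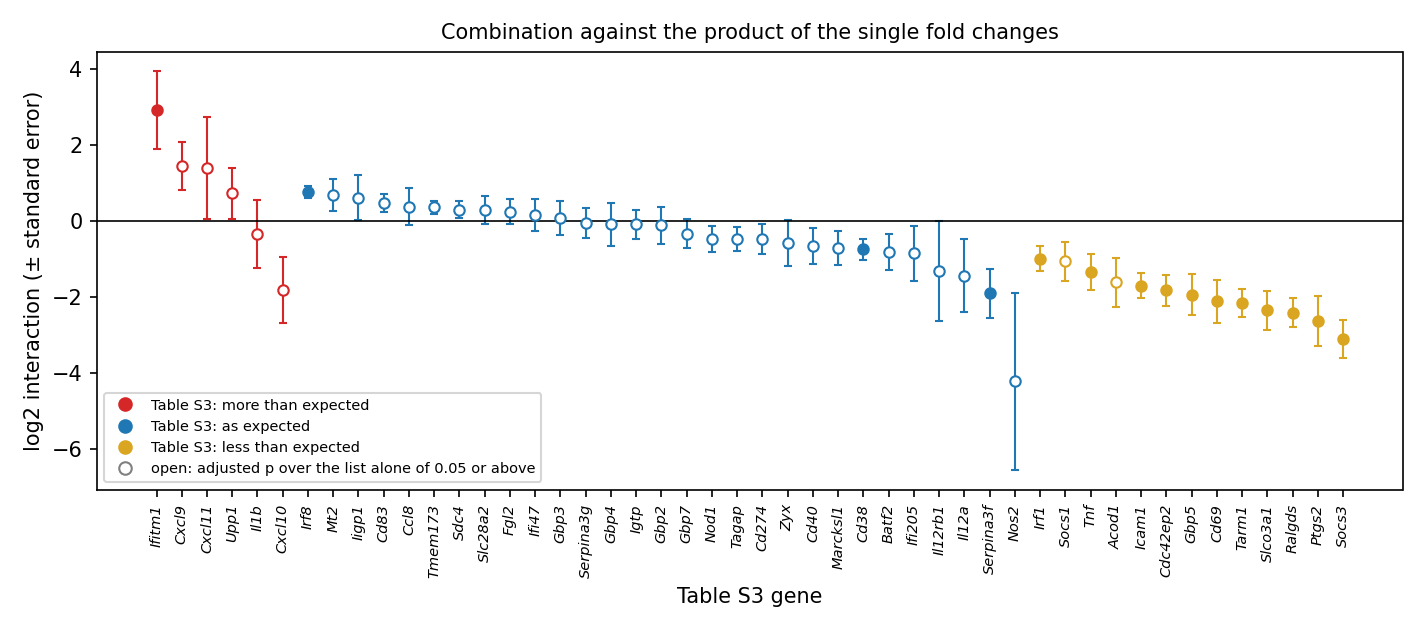
Log2 interaction of the 48 tested genes of Table S3, with error bars of 1 SE, colored by the category that Table S3 gives them and filled where the adjusted p over the list alone is below 0.05. Values above 0 exceed the product of the single fold-changes, and the filled genes below 0 outnumber the 2 filled genes above 0. *Serpina3f* and *Nos2* had at most 2 reads in any CTRL library, so their values are uncertain.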

We also evaluated whether the effects of the combination could be additive or synergic (see “Combinatory evaluation”, Table S3), and we observed that most genes were induced in an additive manner along with a small group of genes, including *Cxcl9*, *Cxcl10*, *Cxcl11*, *Gbp4*, *Il1b*, and *Il12b*, that were synergistically upregulated. The effect of the combination IFNγ and eNAMPT is less than additive for only a few of the genes induced. 

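A negative interaction was called for 6 of the 48 tested genes of Table S3 over all genes, *Socs3*, *Ralgds*, *Slco3a1*, *Tarm1*, *Cdc42ep2* and *Icam1*. Adjusted over the list alone it was called for 13 genes. These include *Serpina3f*, which had at most 2 reads in any CTRL library, so the size of its interaction is uncertain. Without eNAMPT replicate 3 a negative interaction was called for 3 genes over all genes, and with a block for the replicate number for 11. Of the alternatives added after the values were seen, libraries numbered 2 to 5 only gave 11 and a term for number 1 gave 10. Scaling to the spike-ins, added then too, gave 0 over all genes and 20 over the list alone. Table S3 places 13 genes in its category below the product, and 11 of these were among the 13 called here. By the ranking used for the positive interactions, which takes called genes only, the largest negative ones were those of *Socs3*, *Spata13* and *Ralgds*. *Socs3* (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047), a feedback inhibitor of cytokine signaling, had an interaction of −3.10 (SE 0.50, adjusted p = 0.0078 by the quasi-likelihood test). Its log2 fold-change over CTRL was 5.85 with IFNγ and 6.85 with the combination. *Spata13* (ENSMUSG00000021990) had −2.58 (SE 0.55, adjusted p = 0.0464), a call lost in 15 of the 20 fits that left out 1 library (−2.43 without eNAMPT replicate 2, adjusted p above 0.05). *Ralgds* (ENSMUSG00000026821, chromosome 2, 28513125 to 28553081) had −2.41 (SE 0.38, adjusted p = 0.0057 by the same test), and −2.64 to −2.26 with each library left out.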

Next, we evaluated the genes that were selectively upregulated by the combination of eNAMPT and IFNγ, and we found that only 10 genes (Figure 4D) showed a log2 fold induction above 2. These results suggest that the main biological functions modulated by the combination are likely associated with the genes belonging to either eNAMPT or IFNγ signatures. Therefore, we performed gene ontology (GO) analysis on the top-ranked genes, and we found out that the majority of the pathways enriched by the combination (e.g. immune system processes, cellular response to IFNγ, Figure 4F) are also typically associated with IFNγ response (Figure 4E). These results strengthened the concept that eNAMPT has a powerful boosting effect of IFNγ response. 

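The genes called up only with the combination and at a log2 fold-change above 2 numbered 8 in these counts, 18 without CTRL replicate 2 and 83 when all genes with at least 1 read were tested. Of the 10 genes in Figure 4D, 9 passed the filter on low counts, and all 9 had a log2 fold-change above 2 with the combination. Each of these 9 genes was also called up with at least 1 single stimulus. *Sdc4* had the second largest value with the combination, 3.86, after *Kdm6b* with 4.30, and was at 1.78 with eNAMPT and 1.79 with IFNγ. *Jak2* was at 2.57 with the combination, 1.59 with eNAMPT and 1.45 with IFNγ. *Ccnd2*, at 3.26 with the combination and 2.16 with IFNγ, was the exception with eNAMPT, where its log2 fold-change was 0.65 (adjusted p = 0.232 by the quasi-likelihood test). The calls with eNAMPT depended on single libraries for 2 genes, *Kdm6b* (2.51 without eNAMPT replicate 2) and *Rnd3* (1.04 without CTRL replicate 1), both with an adjusted p above 0.05 there. The interactions of the 9 genes ranged from −1.63 (*Kdm6b*) to 0.45 (*Ccnd2*), and the lowest adjusted p was 0.27, that of *Jak2*, by the same test. None was positive at an unadjusted p below 0.05. *Mmp25*, below the filter, had at most 1 read per library in CTRL, at most 2 with eNAMPT, 1 to 5 with IFNγ and 1 to 12 with the combination.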

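Set directly against IFNγ alone, the combination raised 139 genes and lowered 101. Without IFNγ replicate 1 the number lowered was 64, and glmTreat left 27 genes up and 3 down. Scaling to the spike-ins gave 20 up and 1 down, or 23 and 3 without CTRL replicate 4. Of the 139 genes, 98 were also called up with eNAMPT alone. Among the 805 genes called up with IFNγ, 42 were higher with the combination and 24 lower by a log2 fold-change of at least 1, and the median difference was −0.02. *Cxcl9* was higher with the combination than with IFNγ by 2.00 (SE 0.33, adjusted p = 7.6e-04 by the quasi-likelihood test) and *Cxcl11* by 1.91 (SE 0.46, adjusted p = 0.0170). *Cxcl10*, at 2406 ± 1224 CPM with IFNγ and 3521 ± 759 CPM with the combination, did not differ detectably (0.55, SE 0.59, adjusted p = 0.641 by the same test), and neither did *Gbp4* (0.69, SE 0.33, adjusted p = 0.269). By the ranking used above, the largest increases over IFNγ were those of *Il1b*, at 7.20 (SE 0.64, adjusted p = 7.0e-07 by the same test), *Cxcl1*, at 5.28 (SE 0.68, adjusted p = 5.2e-05), and *Cxcl2*, at 4.72 (SE 0.64, adjusted p = 7.9e-05). Among the largest decreases were those of *Sectm1a* (ENSMUSG00000025165), from 31.1 ± 14.1 CPM to 5.72 ± 0.549 CPM, and *Casp12* (ENSMUSG00000025887), from 13.1 ± 2.96 CPM to 3.08 ± 1.74 CPM. Their log2 fold-changes were −2.44 (SE 0.27, adjusted p = 3.0e-05 by the quasi-likelihood test) and −2.10 (SE 0.43, adjusted p = 0.0049). From the genes raised by the combination and their ontology terms, the paper sees the concept of a boosting effect of eNAMPT strengthened.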

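Of the 695 genes called down with the combination, 406 were called down with neither single stimulus. The combination lowered 266 of the 327 genes called down with IFNγ and 66 of the 135 called down with eNAMPT. By the ranking used for the single stimuli, the largest decreases were those of *S1pr1*, *Thbd* and *Tacc2*. *S1pr1* was at 1.37 ± 0.655 CPM with the combination, a log2 fold-change over CTRL of −4.62 (SE 0.32, adjusted p = 5.9e-10 by the quasi-likelihood test). *Thbd* (ENSMUSG00000074743), which encodes thrombomodulin, fell from 15.3 ± 2.61 CPM to 1.27 ± 0.737 CPM, by −3.54 (SE 0.36, adjusted p = 1.6e-07 by the same test). *Tacc2* (ENSMUSG00000030852) fell from 12.7 ± 8.19 CPM to 1.11 ± 0.707 CPM, by −3.49 (SE 0.54, adjusted p = 3.6e-05 by the same test).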

We also analyzed the 895 downregulated genes (Figures S4B and S4C), but no obvious trend was observable.

**Figure 4:**
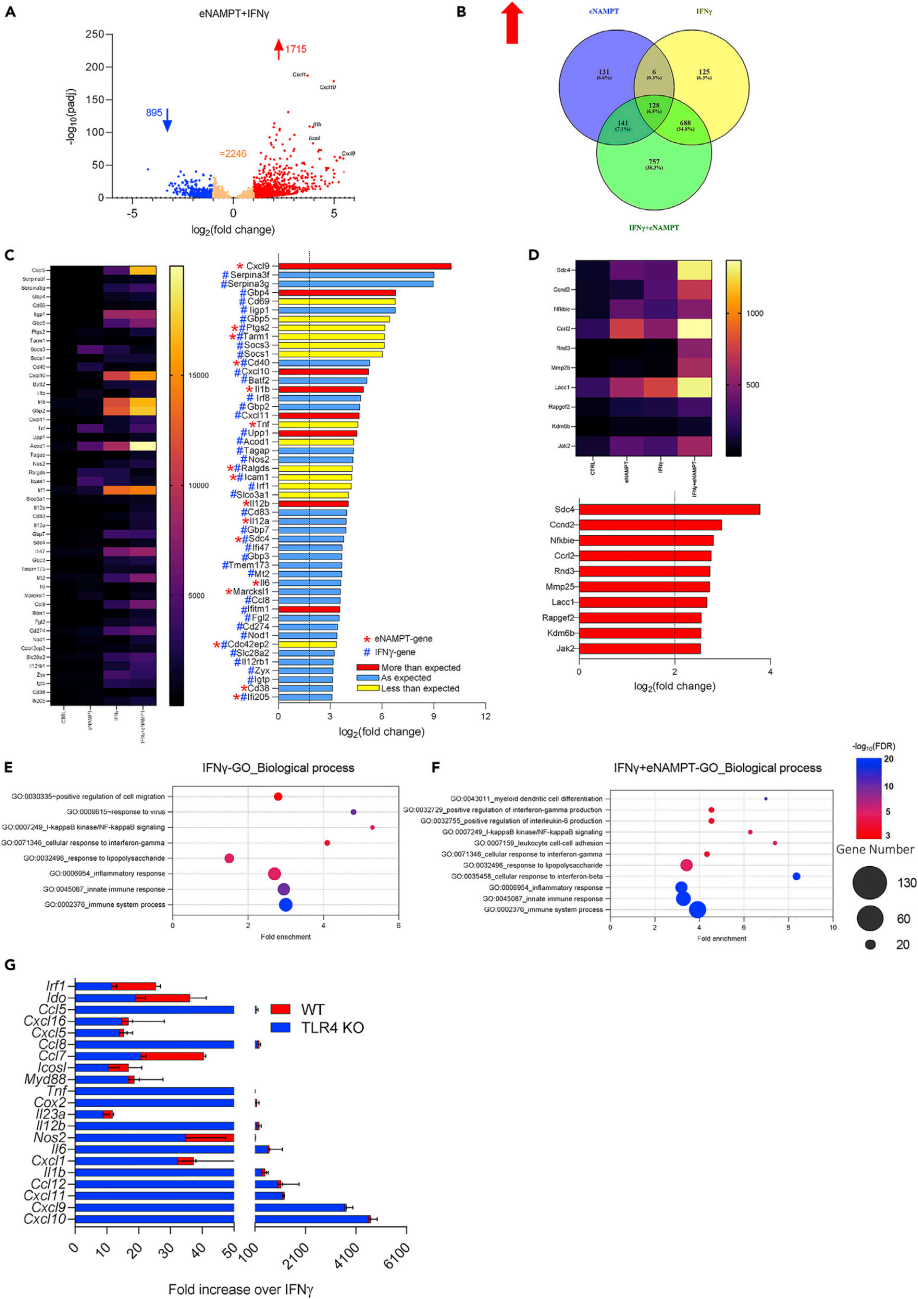
eNAMPT acts as a boosting-IFNγ response (A) Volcano plot of the differentially expressed genes by eNAMPT (500 ng/mL) and IFNγ (200 U/mL) using RNAseq analysis on PECs (n = 5 replicates/condition); FDR ≤ 0.05; (B) Venn diagram of the relationship between eNAMPT-, IFNγ-, and combination-regulated genes (FDR ≤ 0.05 and log2 fold-change > 1); (C) heatmap and histogram representation depicting the most upregulated genes by the combination; red bars represent genes with fold changes higher than expected, blue bars represent genes with fold changes as expected, and yellow bars less than expected (see “Combinatory evaluation”, Table S3). Genes are indicated with (∗) or (#) according to the dependence on eNAMPT or IFNγ stimulation, respectively. (D) Heatmap and histogram representation depicting the most upregulated genes among the 757 genes that appear only in the combination; (E and F) gene ontology analysis of IFNγ-upregulated and IFNγ+eNAMPT-upregulated genes; (G) gene expression changes of the indicated genes in response to IFNγ+eNAMPT in PECs from wild-type (WT) and TLR4 knock-out (TLR4-KO) mice. Mean ± S.E.M. of 3 independent experiments.

Last, we evaluated the contribution of TLR4 in eNAMPT-dependent promotion of IFNγ-induced gene expression. We observed that the response of TLR4-KO PECs to the combination of eNAMPT and IFNγ was similar to WT PECs (Figure 4G), demonstrating that eNAMPT boosts IFNγ-driven inflammatory gene expression in a TLR4-independent manner.

### The boosting effect of eNAMPT on IFNγ is mediated by STAT1/3

We next performed the KEGG analysis of the combination dataset. As shown in Figures 5A and 5B, we observed an enrichment of the genes associated with the activation of the JAK-STAT pathway in the combination compared with IFNγ alone. 

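Against CTRL, the 36 JAK-STAT genes had a median log2 fold-change of 0.52 with the combination (adjusted p = 5.9e-05 by camera). Compared with IFNγ alone, 18 of the 36 genes were higher with the combination, the median was −0.0025, and the adjusted p was 0.316 by camera and 0.507 by fry, over the 5 sets of this comparison. Offsets for transcript length and GC content, added after the values were seen, put 25 of the 36 genes higher with a median of 0.14, a fit in which the set was not tested. Of these genes, *Jak2* alone was called up, by 1.12 (adjusted p = 1.5e-05 by the quasi-likelihood test). The sets called by camera in this comparison were the NF-κB genes, of which 20 of 21 were higher (median 0.94, adjusted p = 6.9e-12 by camera and 0.00177 by fry), and the chemokine ligands, of which 21 of 23 were higher (median 0.75, adjusted p = 5.2e-07 by camera and 0.0275 by fry). The Toll-like receptors, of which 4 of 7 were higher (median 0.02), were called by fry (adjusted p = 0.00195) and not by camera (0.141), and under scaling to the spike-ins 3 of 7 were higher (median −0.05). With the correlation estimated, none of the 5 sets was called. In 51 of 100 random regroupings of the IFNγ and combination libraries, the real one included, as many sets were called as in the real groups. Here too, part of the difference between the groups stayed in the regroupings. The KEGG terms behind Figures 5A and 5B were not used here.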

A modest increase of this pathway also emerged in the eNAMPT dataset (Figure 2G). Moreover, we analyzed the putative transcription factors regulating gene expression programs *via* Pscan and JASPAR. As expected, IFNγ showed an enrichment of IRFs, NF-κB family members, and STATs (Figure S5A). The combination did not highlight any new transcriptional signatures but showed an enrichment of the transcription factors that were associated with either eNAMPT or IFNγ (Figure 5C). We also focused the analysis on the 757 genes that were upregulated by the combination only (Figure 4B). Strikingly, we observed only transcription factors (e.g., KLF and SP families) that are associated with eNAMPT signature. In contrast, STAT emerged only in association with IFNγ, either alone or in combination (Figure S5B). We therefore investigated the effects of eNAMPT on IFNγ-induced STAT activation. We stimulated PECs with eNAMPT, IFNγ, or their combination, and we analyzed the phosphorylation of STAT1, which is the main transcription factor regulating IFNγ-induced gene expression, and STAT3, which is already known to be activated by eNAMPT (Li et al., 2008) and to be a modulator of IFNγ biological activity (Qing and Stark, 2004). The results showed that the combination of eNAMPT and IFNγ induced a higher level of phosphorylated STAT1 and STAT3 than IFNγ alone at 30′, followed by a reduced level of both phospho-STATs at 60′ of stimulation (Figures 5D and 5E). These results suggest that eNAMPT boosts STAT1/3 signaling and accelerates the kinetics of IFNγ-induced STAT1 and 3 phosphorylation. We confirmed this by using a specific STAT3 inhibitor, Stattic (3 μM), and observing the loss of the eNAMPT-mediated boosting effect on IFNγ response is reset (Figure S5C).

**Figure 5:**
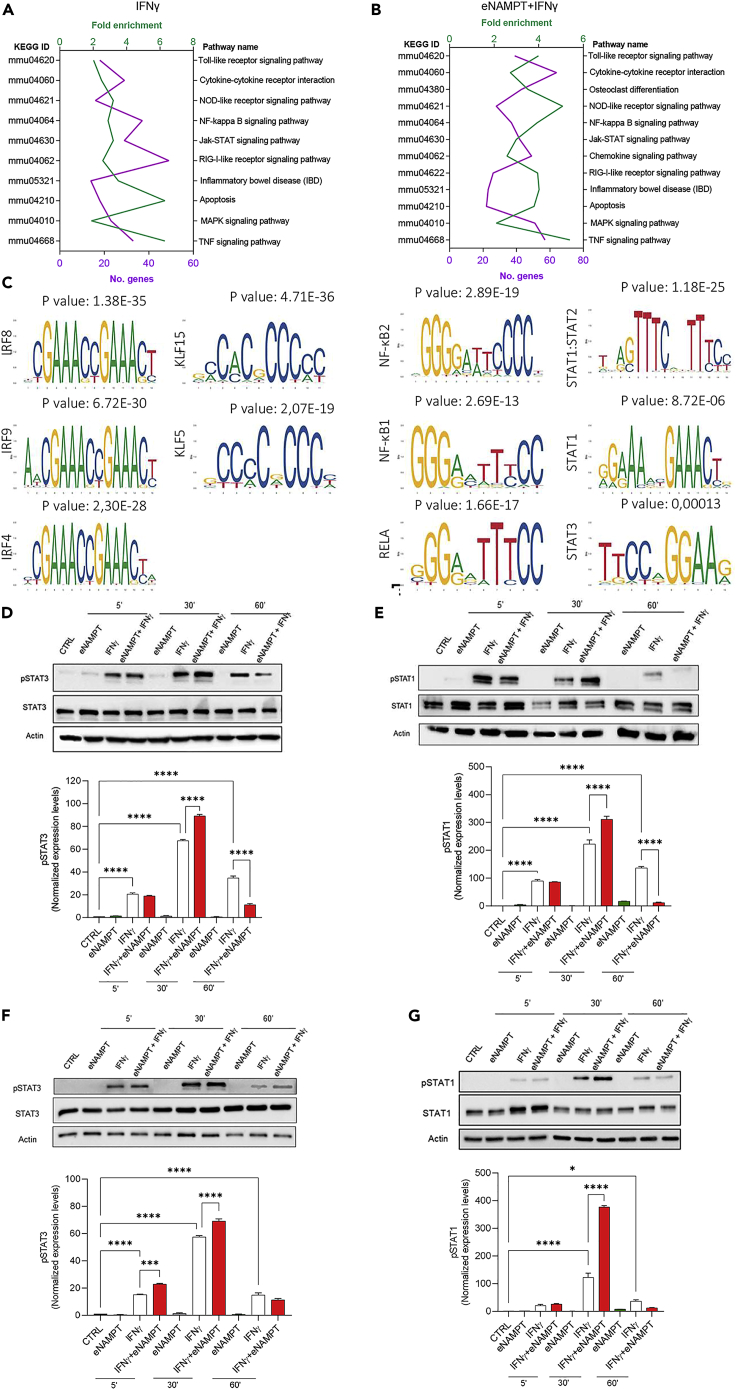
The cytokine eNAMPT enhances IFNγ-induced STAT1 and STAT3 phosphorylation in a TLR4-independent manner (A and B) Top pathways highlighted by KEGG analysis emerging from IFNγ- and IFNγ+eNAMPT-upregulated genes; number of genes annotated in each pathway (purple) and fold enrichment (green) are shown. (C) Patterns of transcription factor motif enrichment within the promoters of the IFNγ+eNAMPT-upregulated genes; (D) representative western blots of pSTAT3(Y705) and STAT3 in PECs from *WT* mice upon stimulation with eNAMPT, IFNγ, or eNAMPT+IFNγ for the indicated times and densitometric analysis. Mean ± S.E.M. of 3 independent experiments. (E) Representative western blots of pSTAT1 (Y701) and STAT1 in PECs from *WT* mice upon stimulation with eNAMPT, IFNγ, or eNAMPT+IFNγ for the indicated times and densitometric analysis. Mean ± S.E.M. of 3 independent experiments. (F) Representative western blots of pSTAT3(Y705) and STAT3 in PECs from *TLR4-KO* mice upon stimulation with eNAMPT, IFNγ, or eNAMPT+IFNγ for the indicated times and densitometric analysis. Mean ± S.E.M. of 3 independent experiments. (F) Representative western blots of pSTAT1 (Y701) and STAT1 in PECs from *TLR4-KO* mice upon stimulation with eNAMPT, IFNγ, or eNAMPT+IFNγ for the indicated times and densitometric analysis. Mean ± S.E.M. of 3 independent experiments. p value: ∗p < 0.05; ∗∗∗p < 0.001; ∗∗∗∗p < 0.0001.

To rule out an effect of TLR4 in eNAMPT-induced STATs activation, we analyzed phosphorylation of STAT1 and STAT3 in TLR4-KO PECs. Although we found a faster decay of STAT phosphorylation, the results showed a consistent increase of both phospho-STAT1 and phospho-STAT3 levels after 30′ of treatment (Figures 5F–5G), thus confirming that eNAMPT boosts IFNγ signaling in a TLR4-independent manner.

### eNAMPT is actively secreted during IFNγ-induced M1-polarization

Our RNAseq analysis shows that the *Nampt* is one of the most IFNγ-upregulated genes (Figure 2D; log2 fold-change of 2.1 over control) and is strikingly further potentiated by the co-stimulation of PECs with eNAMPT (log2 fold-change of 2.75 over control). Accordingly, it has been recently reported that IFNγ upregulates iNAMPT expression in a STAT-dependent manner (Huffaker et al., 2021). 

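*Nampt* (ENSMUSG00000020572, chromosome 12, 32819545 to 32853349) was measured at 219 ± 70.6 CPM in CTRL and 1087 ± 140 CPM with IFNγ, a log2 fold-change of 2.31 (SE 0.19, adjusted p = 1.3e-08 by the quasi-likelihood test). This stayed between 2.18 and 2.44 with each library left out. Of the 805 genes called up with IFNγ, 199 had a larger log2 fold-change, and 20 had a higher mean CPM with IFNγ. The combination brought *Nampt* to 1557 ± 251 CPM, a log2 fold-change over CTRL of 2.83 (SE 0.20, adjusted p = 6.6e-10 by the same test). Compared with IFNγ alone, this was an increase of 0.52 (SE 0.18, adjusted p = 0.115 by the same test) that did not pass the threshold, with a range of 0.45 to 0.59 when each library was left out.

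**Figure D3:**
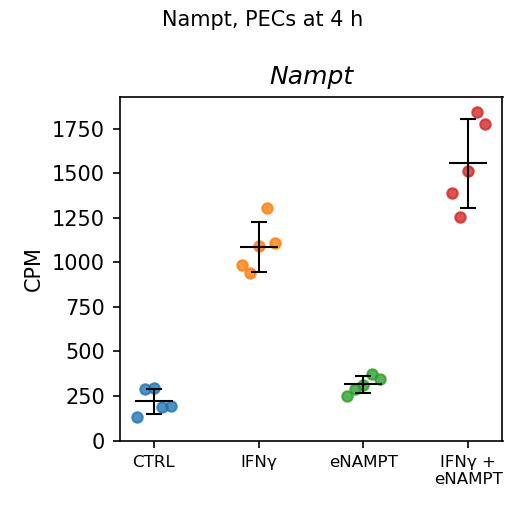
CPM of *Nampt* in each of the 5 libraries of the 4 groups, with the mean and SD of each group. The means are 219 CPM in CTRL, 315 CPM with eNAMPT, 1087 CPM with IFNγ and 1557 CPM with the combination.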

We confirmed RNAseq results by qPCR analysis. Despite in THP-1 cells iNAMPT is selectively induced by LPS (Halvorsen et al., 2015), for PECs we observed that *Nampt* transcription is mostly induced by IFNγ (Figure 6B). These results suggest that *Nampt* selectively belongs to the IFNγ signature and prompted us to explore the relationship between IFNγ stimulation and eNAMPT production. 

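With eNAMPT alone, *Nampt* was at 315 ± 47.1 CPM, a log2 fold-change over CTRL of 0.52 (SE 0.19, adjusted p = 0.0789 by the quasi-likelihood test). The increase stayed under the size threshold in every fit that left out 1 library (0.39 to 0.65), and 2 of these 20 fits gave an adjusted p below 0.05, those without CTRL replicate 2 (0.64) and CTRL replicate 3 (0.65). Of the alternatives set beforehand, a block for the replicate number passed the adjusted p (0.53, adjusted p = 0.0354 by the same test). Whether the numbers pair the libraries is not settled. Of those added after the values were seen, a term for the libraries numbered 1 passed (0.54, adjusted p = 0.0297). So did offsets for transcript length and GC content (0.61, adjusted p = 0.0086). Scaling to the spike-ins passed the adjusted p and also the size threshold (1.42, adjusted p = 0.026). The interaction of *Nampt* was −0.004 (SE 0.26, adjusted p = 0.996 by the same test), and 0.13 without CTRL replicate 1. With TMM the increases with eNAMPT were thus of like size with and without IFNγ. Scaling to the spike-ins shifted the median of all genes by 0.91 with eNAMPT and by −0.07 for the combination against IFNγ. The like size therefore need not hold under that scaling.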

First, we evaluated iNAMPT (whole lysates) and eNAMPT (supernatants) levels after 48-h stimulation with IFNγ *via* western blot. As shown in Figures 6C and 6D, densitometric analysis confirmed the upregulation of both intracellular and extracellular forms of NAMPT, upon IFNγ treatment. Importantly, we investigated the mechanism whereby IFNγ induced a consistent and robust release of eNAMPT by treating. IFNγ-activated PECs with brefeldin A (1 μg/mL) or monensin (1 mM). Both inhibitors of the protein transport from ER to Golgi apparatus significantly reduced eNAMPT release (Figures 6C and 6D). To corroborate these findings, we analyzed cell-free supernatants by ELISA, and we obtained superimposable results (Figure 6E). Overall, these results demonstrate that IFNγ triggers PECs to increase eNAMPT production by inducing *Nampt* gene expression and by favoring protein release through the canonical pathway.

**Figure 6:**
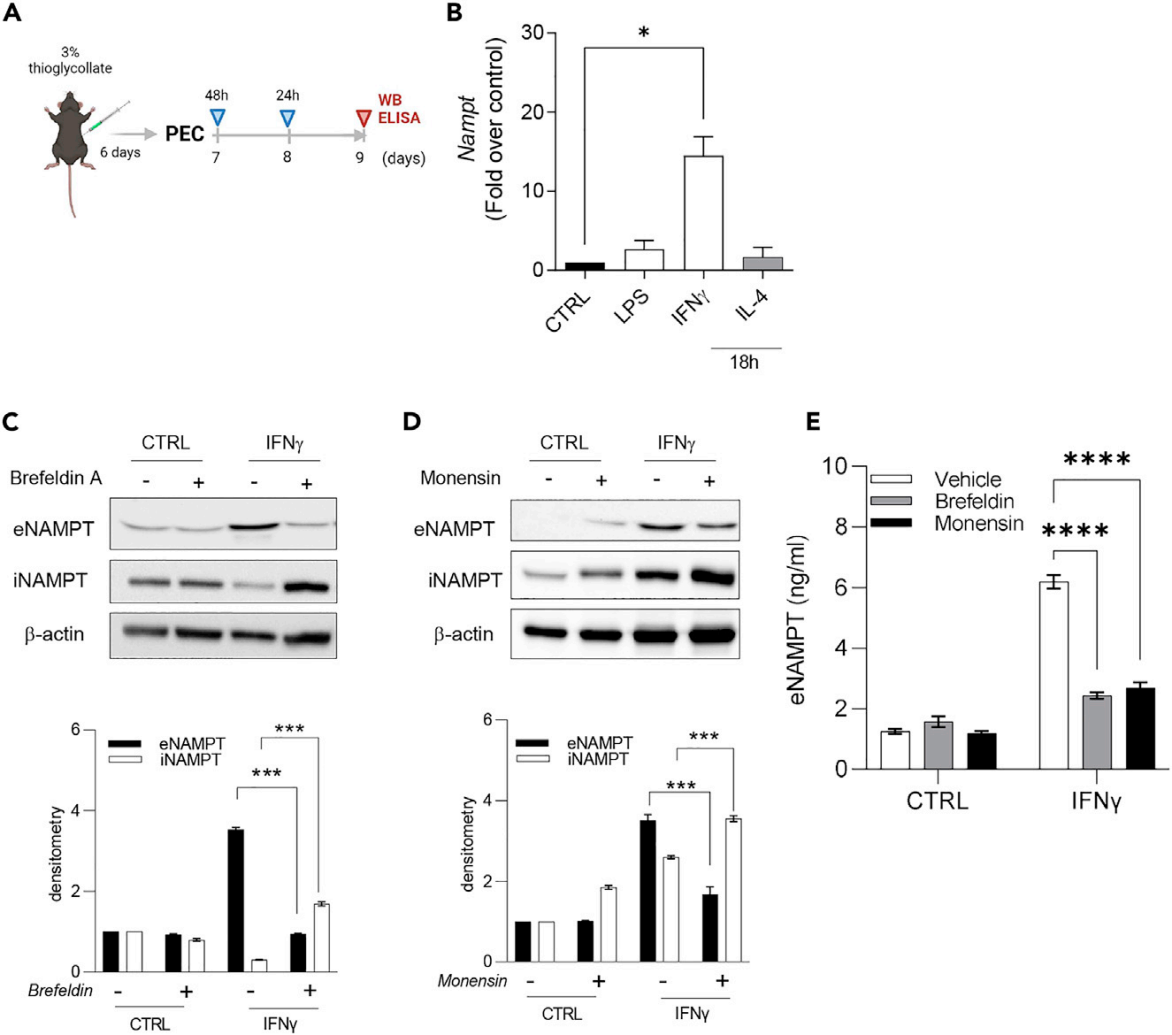
IFNγ upregulates and triggers release of eNAMPT via the canonical pathway (A) Representative scheme of experimental plan (created with BioRender). (B) *Nampt* mRNA levels after IFNγ, LPS, and IL-4 stimulation; mean ± S.E.M. of 4 independent experiments. (C) Representative western blot and densitometry of iNAMPT in total cell lysates and of eNAMPT in medium from PECs treated with IFNγ (200 U/mL) after 48 h in the presence or absence of brefeldin (1 μg/mL) for the last 4 h of incubation. Mean ± S.E.M. of 3 independent experiments. (D) Representative western blot and densitometry of iNAMPT in total cell lysates and of eNAMPT in medium from PECs treated with IFNγ (200 U/mL) after 48 h in the presence or absence of monensin (1 μM) for the last 4 h of incubation. Mean ± S.E.M. of 3 independent experiments; (E) eNAMPT levels evaluated with ELISA of PECs treated with IFNγ (200 U/mL) after 48 h in the presence or absence of monensin (1 μM) or brefeldin (1 μg/mL) the last 4 h of incubation. Mean ± S.E.M. of 3 independent experiments. p value: ∗p < 0.05; ∗∗∗p < 0.001; ∗∗∗∗p < 0.0001.

## Discussion

eNAMPT is increasingly explored as a drug target in a variety of inflammatory diseases (Colombo et al., 2020; Garcia et al., 2021; Quijada et al., 2021). Being the orchestrators of both initiation and resolution of inflammation, macrophages are pivotal players in many disorders and consequently promising targets for new therapeutic strategies (Sica et al., 2015).

Here, we demonstrate that eNAMPT enhances macrophages-driven inflammation by (1) promoting the chemotactic recruitment of myeloid cells; (2) activating macrophages to express an M1-skewed transcriptional program; and (3) boosting IFNγ-driven transcriptional activation through the potentiation of STAT1/3 phosphorylation.

Macrophages are distributed through the body where they act as crucial gatekeepers of tissue homeostasis and key players of innate and adaptive immune response (Amit et al., 2016). Plasticity is the hallmark of monocytes/macrophages that carry out different responses to the plethora of physiologic and pathologic microenvironmental signals (e.g., microbial products, endogenous alarmins, metabolites, ROS) they are exposed to (Gordon and Mantovani, 2011). Different studies have investigated the effect of eNAMPT on macrophage polarization; however, this issue has remained debated (Travelli et al., 2018). Indeed, looking at the expression of only a few genes, some studies indicate that eNAMPT has an M1 skewing ability (Bermudez et al., 2017; Halvorsen et al., 2015), whereas others show an enhancement of M2-skewed activation. A potential explanation might be found on the complexity of macrophage activation and the source of macrophages used to perform such studies (Murray et al., 2014). For the first time, we have provided a comprehensive transcriptional analysis by RNAseq of primary murine macrophages (PECs) activated by eNAMPT. Therefore, the results allow us to conclusively determine the effect of this protein on macrophage-polarized activation. The description of circulating eNAMPT and its biological activity dates back in time (Fukuhara et al., 2007; Samal et al., 1994), nevertheless its receptor has remained elusive. We have recently shown that this protein may bind and antagonize CCR5 on murine melanoma cells (Torretta et al., 2020); however, in a muscle injury model in zebrafish, the binding of eNAMPT to the CCR5 expressed by muscle stem cells triggers a signaling cascade that supports muscle regeneration (Ratnayake et al., 2021). These studies suggest that eNAMPT might modulate CCR5 activity in a cell-type-dependent manner. Nonetheless, we have observed that eNAMPT-induced M1 PEC activation is not affected by maraviroc, ruling out a contribution of CCR5 for eNAMPT activities in macrophages (not shown).

TLR4 is an alternative receptor of eNAMPT that has emerged by SPR studies and then confirmed by additional evidence (Camp et al., 2015). For example, in human monocytes a TLR4-neutralizing antibody was able to reduce eNAMPT-mediated NF-κB activation (Managò et al., 2019). Here, we investigated the contribution of TLR4 on the effects of eNAMPT by using PECs from TLR4 KO mice. Our results demonstrate that eNAMPT exerts its effects through a TLR4-independent pathway. Given that KEGG analysis points out a consistent enrichment of TLR signaling, it is reasonable to assume that eNAMPT activities are receptor specific and that the receptor could yet belong to the TLR family.

Alongside a receptor interaction, a second line of thought hypothesizes that the enzymatic activity of eNAMPT could be important (Revollo et al., 2007). In the present contribution, we demonstrate that the effect of eNAMPT is superimposable to that of the catalytically inactive NAMPT^H247E^ mutant, thereby ruling out by contribution from metabolism. Therefore, our data re-open the search for the receptors responsible for the actions of eNAMPT.

Strikingly, we also observed that IFNγ induces the expression and release of eNAMPT, thereby providing a positive feedback loop for macrophage-driven inflammation. It is worth noting that eNAMPT has been found to be increased in numerous pathological conditions that are also associated with elevated levels of IFNγ, including autoimmune disorders and sepsis (Chung et al., 2009; Managò et al., 2019; Starr et al., 2017). Our results confirmed the boosting effect of eNAMPT on IFNγ-induced gene expression in human monocyte-derived macrophages, therefore strengthening the potential relevance of eNAMPT neutralization in IFNγ-dependent inflammatory disorders. Accordingly, both we and another group have generated eNAMPT neutralizing antibodies that are able to mitigate inflammation in preclinical models of inflammatory bowel disease, acute lung injury, and ventilatory-induced lung injury (Camp et al., 2015; Colombo et al., 2020; Quijada et al., 2021).

There is abundant literature regarding NAMPT and macrophages. Huffaker et al. have highlighted the role of intracellular NAMPT (iNAMPT) in mediating the effects of IFNγ in tumor-associated macrophages (Huffaker et al., 2021). Such observations prevented us from using specific inhibitors of this enzyme, as they would have had a confounding effect. Audrito et al., showed that monocytes from leukemic patients stimulated with eNAMPT increase their M2-phenotype (Audrito et al., 2015). Last, Li et al. showed an effect of eNAMPT on STAT3 phosphorylation (Li et al., 2008). Our manuscript complements these observations and shows for the first time that, in unskewed macrophages, eNAMPT induces a M1 phenotype and strongly synergizes with IFNγ.

In conclusion, we have demonstrated that eNAMPT promotes inflammation by favoring both the recruitment of myeloid cells and the induction of an inflammatory transcriptional program. Moreover, IFNγ triggers macrophages to upregulate and release eNAMPT that boosts IFNγ-driven transcriptional activation, thereby suggesting eNAMPT as a new amplifier of the cytokine storm.

### Limitation of the study

The main limitation of the study is given by the fact that although it presents solid data excluding the involvement of TLR4 and of the enzymatic activity, the responsible receptor remains unknown. Other limitations may be as follows: (1) the high concentration of eNAMPT that does not reflect the amount of the cytokine in the inflammatory milieu, but we used amounts that are coherent with the literature; (2) we did not investigate all the possible pathways that may be activated by eNAMPT, but they will be one of our interests in the future.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

BD Horizon^TM^ Rat anti-mouse CD45 Clone 30-F11	BD Bioscience	Cat #564279 RRID: AB_2651134
BD Horizon^TM^ Armenian hamster anti-mouse CD3 Clone 145-2C11	BD Bioscience	Cat #566494 RRID: AB_2744393
BD Pharmingen^TM^ Rat anti-mouse Ly6C Clone AL-21	BD Bioscience	Cat #553104 RRID: AB_394628
BD Optibuild^TM^ Rat anti-mouse Ly6G Clone 1A8	BD Bioscience	Cat #740157 RRID: AB_2739910
BD Optibuild^TM^ Rat anti-mouse F4/80 Clone 6F12	BD Bioscience	Cat #744339 RRID: AB_2742166
BD Horizon^TM^ Rat anti-mouse CD86 Clone GL1	BD Bioscience	Cat #560450 RRID: AB_1645280
BD Pharmingen^TM^ Rat anti-mouse CD206 Clone MR5D3	BD Bioscience	Cat #565250 RRID: AB_2739133
BD Optibuild^TM^ Rat anti-mouse CD/11b Clone M1/70	BD Bioscience	Cat #550282 RRID: AB_393577
BD Horizon^TM^ Fixable viability stain Live/Dead	BD Bioscience	Cat #564997 RRID: AB_2869637
Anti-NAMPT	Adipogen	Cat#ALX-804-717-C050 RRID: AB_11180657
Anti-NAMPT	Genetex	Cat #GTX128973 RRID: AB_2810933
Anti-b-actin	Sigma	Cat #A1978 RRID: AB_476692
Rb anti-phospho-STAT3 (Tyr705) (D3A7)	Cell Signaling	Cat #9145 RRID: AB_2491009
mo anti-STAT3 (124H6)	Cell Signaling	Cat #9139 RRID: AB_331757
Rb anti-phospho-STAT1 (Tyr701) (D4A7)	Cell Signaling	Cat #7649 RRID: AB_10950970
Rb anti-STAT1 (D1K9Y)	Cell Signaling	Cat #14994 RRID: AB_2737027

**Bacterial and virus strains**		

ClearColi BL21(DE3)	Lucigen	Cat #60810-1

**Chemicals, peptides, and recombinant proteins**		

Thioglycollate	BD Bioscience	Cat #L007454
RPMI medium	Merck Life Science	Cat #R650
FBS	Gibco	Cat #A4766801
Penicillin/Streptomycin	Merck Life Science	Cat #P4333
Glutamine	Merck Life Science	Cat #G6784
LPS *Escherichia coli* O111:B4	Merck Life Science	Cat #L2630
Histopaque-1191	Merck Life Science	Cat #11191
Histopaque-10771	Merck Life Science	Cat #10771
hM-CSF	Peprotech	Cat #300-25
hNAMPT	Peprotech	Cat #130-09
hIFNg	Peprotech	Cat #300-02
mIFNg	Peprotech	Cat #315-05
mIL-4	Peprotech	Cat #214-14
mIL-6	Peprotech	Cat #216-16
mGM-CSF	Peprotech	Cat #315-03
mIL-1b	Peprotech	Cat #211-11B
Bradford Protein Assay	Merck Life Science	Cat #B6916
ECL	Thermo Scientific	Cat #32106

**Critical commercial assays**		

ToxinSensor Chromogenic LAL Endotoxin Assay kit	Genescript	Cat #L00350
Murine NAMPT ELISA KIT	Adipogen	Cat#AG-45A-0007YEK-KI01
Human NAMPT ELISA KIT	Adipogen	Cat#AG-45A-0006YEK-KI01
SENSIFAST kit	Bioline/Aurogene	Cat #BIO-65054
Deposited data		
RNAseq data	GEO	GSE189104

**Experimental models: Organisms/strains**		

C57BL/6	Envigo	RRID: MGI:5658455

**Oligonucleotides**		

Primer for qPCR in Table S1	Table S1	N/A

**Software and algorithms**		

GraphPad Prism V9	GraphPad	RRID: SCR_002798
FlowJo	FlowJo	RRID: SCR_008520
BD FACSDiva 8.0.2	BD Bioscience	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Armando A. Genazzani ().

#### Materials availability

This study did not generate new materials or reagents.

#### Data and code availability

All data generated or analysed during this study are available upon request. The RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under the accession GSE189104. This paper does not report original code. Any additional required to reanalyse the data reported in this paper is available from the lead contact upon request.

### Experimental model and subject details

#### Isolation of murine peritoneal macrophages

Animal care was in compliance with Italian regulations on protection of animals used for experimental purposes and were authorized by the Ministry of Health (120/2018 DB064.27 of 04/10/2017 and 983/2020-PR DB064.62 of 14/10/2020). C57BL/6 (WT or TLR4-KO, Jackson Laboratory) male 8-weeks-old mice were injected in the peritoneal cavity with 1 mL of 3% Brewer thioglycollate medium (BD Bioscience). After 5 days, the mice were euthanized. After retracting the abdominal skin, exposing the peritoneal wall, 5 mL of sterile PBS were injected closed to abdominal adipose tissue. The liquid in the peritoneal cavity was shacked, aspirated with the syringe closed to sternum and collected for macrophage purification.

2 or 3 × 10ˆ6 cells peritoneal exudate cells (PECs) were seeded in RPMI-FBS free Medium (RPMI, with 10 U/mL Penicillin, 100 μg/mL streptomycin and 1% L-glutamine, Merck Life Science) and left 1 h in incubator at 37°C 5% CO_2_. Next, the non-macrophage cells were vigorously washed away with PBS and culture in complete RPMI-medium (RPMI with addition of 10% of FBS, Gibco, Thermo Fisher Scientific) at 37°C 5%CO_2_ for at least 1 h. Macrophages were treated as following described.

#### Air pouch

Ten-week-old C57Bl/6 (WT and TLR4-KO) mice were used, and all experiments were performed under isoflurane anaesthesia. Mice were subcutaneously injected with 3 mL of sterile air on the dorsal region, at days 0 and 3. At day 6, 500 ng/mL of eNAMPT or 100 ng/mL of LPS were injected in the pouches. Control mice were administered with PBS. After 6 h, the cells recruited in the pouches were harvested with PBS, stained and analysed by flow cytometry.

#### Human monocyte-derived macrophages (MDM)

All healthy volunteers gave written, informed consent to blood collection and the procedure was approved by the local institutional review board (protocol 583/CE). Peripheral blood (30 mL) was drawn and anticoagulated with 0.32% w/v sodium citrate. PMBCs were isolated through a gradient formation using Histopaque-11191 and Histopaque-10771 (Sigma-Aldrich). PBMCs were washed once with PBS, pelleted at 1500 × g for 10′ and re-suspended in complete RPMI. The cells were seeded in a 6-multiwell plate and incubated for 2 h. Then, the non-adherent cells were removed by PBS with calcium and magnesium, the remaining monocytes were cultured in complete RPMI with 10 ng/mL of M-CSF. After 3 days, the medium was replaced with fresh M-CSF-added medium. After 6 days, monocyte-derived macrophages (MDM) were ready to be treated for the experiments.

### Method details

#### RNA sequencing and data analysis

Libraries were generated from total RNA (5 samples/conditions) of PECs treated with recombinant murine NAMPT (500 ng/mL) or murine IFNγ (Peprotech, 200 U/mL) for 4 h. RNA was extracted using SPLIT RNA Extraction Kit (Lexogen, Vienna, Austria). Total RNA quality was evaluated using the Agilent 2100 Bioanalyzer System.

RNA samples were processed using the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Vienna, Austria) and sequenced on an Illumina NextSeq 500. Read counts were normalized for effective library size, and differentially expressed genes (DEGs) were analysed using DESeq2.21 DEGs were identified by a FDR <0.05 and an absolute fold change >1.

The functional analysis of the identified differentially expressed genes was performed with DAVID v6.8 and Panther Classification System v12.0 by uploading all the DEGs. PPI were created using STRING v10.5 by uploading all the DEGs and only connected proteins were considered to build the network map. Venn diagrams were designed using Venny free on-line tool (http://bioinfogp.cnb.csic.es/tools/venny/) to picture intersections between class comparison results and to select the genes of interest.

Next, mRNA accession numbers of DEGs were subjected to TF binding motif enrichment analysis using enriched groups of −950 base pair sequence to +50 base pair using Pscan (Zambelli et al., 2009) and the JASPAR database.

#### Recombinant murine eNAMPT purification

Wild-type murine full-length NAMPT (ORF GenBank BC018358) and NAMPT^H247E^ (obtained by mutagenesis with QuikChange XL II kit, Agilent Stratagenewas) were cloned in pET28a (NdeI/EcoRI) and expressed in ClearColi BL21(D3) (induction with IPTG 0.5 mM for 3 h at 21°C) and purified by His-tag affinity chromatography with NiNTA Superflow resin (Qiagen). Endotoxin levels were assessed with ToxinSensor Chromogenic LAL Endotoxin Assay kit (GeneScript). Only preparations with less than 0.1 EU/mL endotoxin levels were utilized. NAMPT and NAMPT^H247E^ activity was tested accordingly (Amici et al., 2017).

#### Measurement of eNAMPT levels in cell medium

For eNAMPT measurement, 3 × 10ˆ6 cells were seeded in 6-well plates and cultured in serum-free conditions, with or without treatments, for 48 h. Then, the conditioned medium was collected and 50μL were analysed by Western blotting. Experiments were performed in serum-free conditions to avoid aspecific immunoglobulin signals and because of the possible presence of eNAMPT in FBS. In parallel, some no-starved samples were analysed for eNAMPT concentrations using a commercially available sandwich enzyme-linked immunosorbent assay for human or murine NAMPT (ELISA kit from AdipoGen Inc, Seoul Korea).

#### Gene expression analysis

Cells were lysed with Trizol reagent (Life-technologies) and RNA was extracted with chloroform. 1 μg RNA was reverse transcripted with SENSIFAST kit as manufacturer’s protocol (Aurogene) and 20 ng of cDNA were used to perform qPCR with SYBR-green (Bio-Rad) and CFX96 Real-Time System (Bio-Rad). Gene expression results were normalized to actin as housekeeping gene. The sequences of gene-specific primers are reported in Table S1.

#### Wound-healing assay

3 × 10ˆ6 cells were seeded in 6-well plates. We performed a cross-shaped scratch with a tip. Then, the cells were washed twice with PBS to remove residual cell debris. Cells were treated with eNAMPT (500 ng/mL) and fMLP (1 μM) and wound closure was monitored up to 48 h. Pictures were taken at different time points by Leica DM IL LED (Leica Microsystem) and areas were analysed using Image J software (National Institutes of Health, MD, USA).

#### Transwell migration assay

3 × 10^4^ cells were seeded on the top of 12 μm Transwell inserts and the lower chamber was filled up with media containing 10% foetal bovine serum, in presence or not with eNAMPT (500 ng/mL) and fMLP (1 μM). After 24 h, the migrating cells were fixed using methanol and stained with 0.1% crystal violet. Images were captured by Leica DM IL LED (Leica Microsystem) and cells were counted.

#### Flow cytometry analysis

Cells were stained in 0.5% FBS and 1 mM EDTA in HBSS solution with the antibodies reported in Table S2. Cells were acquired using BD Symphony™, and data were analysed using BD FACSDiva 8.0.2 and FlowJo (10.6.1) software.

#### Treatments

C269 (10 μg/mL), control IgG1 (10 μg/mL) and recombinant murine NAMPT (rNAMPT, 500 ng/mL) were produced and purified as previously described (Colombo et al., 2020). PECs were treated with LPS (100 ng/mL lipopolysaccharides from *Escherichia coli* O 111:B4, Sigma, Cat. No. L2630), murine IFNγ (Peprotech, 200 U/mL), murine IL-4 (Peprotech, 20 ng/mL), murine IL-6 (100 ng/mL), murine GM-CSF (50 ng/mL) and murine IL-1β (50 ng/mL). Stattic (Merck Life Science) was used at 3μM for 1 h.

For treatment with C269, a 6-multiwell plate was coated with the antibodies in a 100 mM of sodium bicarbonate solution O.N. After that, the plate was washed and incubated with medium containing eNAMPT at 37°C for 1 h. Then 0 ,4 μm Transwell Inserts seeded with PECs were added to the plate.

MDM were treated with human IFNγ (Peprotech, 200 U/mL) and/or murine NAMPT (Peprotech, 500 ng/mL).

#### Western Blot analysis

PECs were lysed in RIPA Buffer (20 mM HEPES, 100 mM NaCl, 5 mM EDTA, 1% Nonidet-P40+ Protease & Phosphatase Inhibitor Cocktail, Merck Life Science). Proteins were quantified by Bradford Protein Assay (Merck Life Science) and 30 μg of proteins were resolved on SDS-PAGE, transferred on nitrocellulose membrane by the TurboBlot system (BioRad, Hemel Hempstead, UK). Proteins were detected with primary antibodies and peroxidase-conjugated secondary antibodies (Bio-Rad) and resolved by chemiluminescence analysis using ECL (Thermo Fisher Scientific). Densitometry analysis was performed with the Image Lab program (Bio-Rad, Hemel Hempstead, UK). The list of primary antibodies used are listed under “Reagents.”

#### Reagents

Antibodies used were as follows: mouse (Mo) anti-NAMPT from AdipoGen (OMNI379); rabbit (Rb) anti-NAMPT GTX128973 from GeneTex; Mo anti-βactin A1978 from Sigma, Rb anti-phospho-STAT3 (Tyr705) (D3A7) from Cell Signaling, mo anti-STAT3 (124H6) from Cell Signaling, Rb anti-phospho-STAT1 (Tyr701) (D4A7) from Cell Signaling and Rb anti-STAT1 (D1K9Y) from Cell Signaling.

### Quantification and statistical analysis

Data are presented as mean ± SEM. The normality of data distributions was evaluated using the Shapiro-Wilk test. Parametric (unpaired t-test and One-way analysis of variance (ANOVA) followed by Tukey’s post-hoc) or non-parametric (Mann-Whitney U test and One-way Kruskal-Wallis H test followed by Dunn’s post-hoc) statistical analysis were used. All statistical assessments were two-sided and a value of p < 0.05 was considered statistically significant. Statistical analysis was performed using GraphPad Prism software (GraphPad Software, Inc., USA).

## References

[bib1] Adams D.O., Hamilton T.A. (1984). The cell biology of macrophage activation. Annu. Rev. Immunol..

[bib42] Amici A., Grolla A.A., Del Grosso E., Bellini R., Bianchi M., Travelli C., Garavaglia S., Sorci L., Raffaelli N., Ruggieri S. (2017). Synthesis and Degradation of Adenosine 5’-Tetraphosphate by Nicotinamide and Nicotinate Phosphoribosyltransferases. Cell Chem. Biol..

[bib2] Amit I., Winter D.R., Jung S. (2016). The role of the local environment and epigenetics in shaping macrophage identity and their effect on tissue homeostasis. Nat. Immunol..

[bib3] Audrito V., Serra S., Brusa D., Mazzola F., Arruga F., Vaisitti T., Coscia M., Maffei R., Rossi D., Wang T. (2015). Extracellular nicotinamide phosphoribosyltransferase (NAMPT) promotes M2 macrophage polarization in chronic lymphocytic leukemia. Blood.

[bib4] Bermudez B., Dahl T.B., Medina I., Groeneweg M., Holm S., Montserrat-de la Paz S., Rousch M., Otten J., Herias V., Varela L.M. (2017). Leukocyte overexpression of intracellular NAMPT attenuates atherosclerosis by regulating PPARγ-dependent monocyte differentiation and function. Arterioscler Thromb. Vasc. Biol..

[bib5] Camp S.M., Ceco E., Evenoski C.L., Danilov S.M., Zhou T., Chiang E.T., Moreno-Vinasco L., Mapes B., Zhao J., Gursoy G. (2015). Unique toll-like receptor 4 activation by NAMPT/PBEF induces NFκB signalling and inflammatory lung injury. Sci. Rep..

[bib6] Chung C.P., Long A.G., Solus J.F., Rho Y.H., Oeser A., Raggi P., Stein C.M. (2009). Adipocytokines in systemic lupus erythematosus: relationship to inflammation, insulin resistance and coronary atherosclerosis. Lupus.

[bib7] Colombo G., Clemente N., Zito A., Bracci C., Colombo F.S., Sangaletti S., Jachetti E., Ribaldone D.G., Caviglia G.P., Pastorelli L. (2020). Neutralization of extracellular NAMPT (nicotinamide phosphoribosyltransferase) ameliorates experimental murine colitis. J. Mol. Med.

[bib8] Curat C.A., Wegner V., Sengenès C., Miranville A., Tonus C., Busse R., Bouloumié A. (2006). Macrophages in human visceral adipose tissue: increased accumulation in obesity and a source of resistin and visfatin. Diabetologia.

[bib9] Dahl T.B., Yndestad A., Skjelland M., Øie E., Dahl A., Michelsen A., Damås J.K., Tunheim S.H., Ueland T., Smith C. (2007). Increased expression of visfatin in macrophages of human unstable carotid and coronary atherosclerosis: possible role in inflammation and plaque destabilization. Circulation.

[bib10] Das A., Yang C.-S., Arifuzzaman S., Kim S., Kim S.Y., Jung K.H., Lee Y.S., Chai Y.G. (2018). High-resolution mapping and dynamics of the transcriptome, transcription factors, and transcription Co-factor networks in classically and alternatively activated macrophages. Front. Immunol..

[bib11] Fukuhara A., Matsuda M., Nishizawa M., Segawa K., Tanaka M., Kishimoto K., Matsuki Y., Murakami M., Ichisaka T., Murakami H. (2007). Retraction. Science.

[bib12] Garcia A.N., Casanova N.G., Valera D.G., Sun X., Song J.H., Kempf C.L., Moreno-Vinasco L., Burns K., Bermudez T., Valdez M. (2021). Involvement of eNAMPT/TLR4 signalling in murine radiation pneumonitis: protection by eNAMPT neutralization. Transl Res..

[bib13] Garten A., Schuster S., Penke M., Gorski T., de Giorgis T., Kiess W. (2015). Physiological and pathophysiological roles of NAMPT and NAD metabolism. Nat. Rev. Endocrinol..

[bib14] Gordon S., Mantovani A. (2011). Diversity and plasticity of mononuclear phagocytes. Eur. J. Immunol..

[bib15] Grolla A.A., Torretta S., Gnemmi I., Amoruso A., Orsomando G., Gatti M., Caldarelli A., Lim D., Penengo L., Brunelleschi S. (2015). Nicotinamide phosphoribosyltransferase (NAMPT/PBEF/visfatin) is a tumoural cytokine released from melanoma. Pigment Cell Melanoma Res.

[bib16] Halvorsen B., Espeland M.Z., Andersen G.Ø., Yndestad A., Sagen E.L., Rashidi A., Knudsen E.C., Skjelland M., Skagen K.R., Krohg-Sørensen K. (2015). Increased expression of NAMPT in PBMC from patients with acute coronary syndrome and in inflammatory M1 macrophages. Atherosclerosis.

[bib17] Huffaker T.B., Ekiz H.A., Barba C., Lee S.-H., Runtsch M.C., Nelson M.C., Bauer K.M., Tang W.W., Mosbruger T.L., Cox J.E. (2021). A Stat1 bound enhancer promotes Nampt expression and function within tumor associated macrophages. Nat. Commun..

[bib18] Laudes M., Oberhauser F., Schulte D.M., Freude S., Bilkovski R., Mauer J., Rappl G., Abken H., Hahn M., Schulz O. (2010). Visfatin/PBEF/Nampt and resistin expressions in circulating blood monocytes are differentially related to obesity and type 2 diabetes in humans. Horm. Metab. Res..

[bib19] Li Y., Zhang Y., Dorweiler B., Cui D., Wang T., Woo C.W., Brunkan C.S., Wolberger C., Imai S., Tabas I. (2008). Extracellular Nampt promotes macrophage survival via a nonenzymatic interleukin-6/STAT3 signalling mechanism. J. Biol. Chem..

[bib20] Lu Q., Yuan K., Li X., Jiang H., Huo G., Jia W., Huang G., Xu A. (2020). Detecting migration and infiltration of neutrophils in mice. J. Vis. Exp..

[bib21] Managò A., Audrito V., Mazzola F., Sorci L., Gaudino F., Gizzi K., Vitale N., Incarnato D., Minazzato G., Ianniello A. (2019). Extracellular nicotinate phosphoribosyltransferase binds Toll like receptor 4 and mediates inflammation. Nat. Commun..

[bib22] Moschen A.R., Kaser A., Enrich B., Mosheimer B., Theurl M., Niederegger H., Tilg H. (2007). Visfatin, an adipocytokine with proinflammatory and immunomodulating properties. J. Immunol..

[bib23] Murray P.J., Allen J.E., Biswas S.K., Fisher E.A., Gilroy D.W., Goerdt S., Gordon S., Hamilton J.A., Ivashkiv L.B., Lawrence T. (2014). Macrophage activation and polarization: nomenclature and experimental guidelines. Immunity.

[bib24] Ortiz-Masiá D., Hernández C., Quintana E., Velázquez M., Cebrián S., Riaño A., Calatayud S., Esplugues J.V., Barrachina M.D. (2010). iNOS-derived nitric oxide mediates the increase in TFF2 expression associated with gastric damage: role of HIF-1. FASEB J..

[bib25] Piccolo V., Curina A., Genua M., Ghisletti S., Simonatto M., Sabò A., Amati B., Ostuni R., Natoli G. (2017). Opposing macrophage polarization programs show extensive epigenomic and transcriptional cross-talk. Nat. Immunol..

[bib26] Qing Y., Stark G.R. (2004). Alternative activation of STAT1 and STAT3 in response to interferon-gamma. J. Biol. Chem..

[bib27] Quijada H., Bermudez T., Kempf C.L., Valera D.G., Garcia A.N., Camp S.M., Song J.H., Franco E., Burt J.K., Sun B. (2021). Endothelial eNAMPT amplifies pre-clinical acute lung injury: efficacy of an eNAMPT-neutralising monoclonal antibody. Eur. Respir. J..

[bib28] Ratnayake D., Nguyen P.D., Rossello F.J., Wimmer V.C., Tan J.L., Galvis L.A., Julier Z., Wood A.J., Boudier T., Isiaku A.I. (2021). Macrophages provide a transient muscle stem cell niche via NAMPT secretion. Nature.

[bib29] Revollo J.R., Körner A., Mills K.F., Satoh A., Wang T., Garten A., Dasgupta B., Sasaki Y., Wolberger C., Townsend R.R. (2007). Nampt/PBEF/Visfatin regulates insulin secretion in beta cells as a systemic NAD biosynthetic enzyme. Cell Metab..

[bib30] Samal B., Sun Y., Stearns G., Xie C., Suggs S., McNiece I. (1994). Cloning and characterization of the cDNA encoding a novel human pre-B-cell colony-enhancing factor. Mol. Cell. Biol..

[bib31] Sica A., Erreni M., Allavena P., Porta C. (2015). Macrophage polarization in pathology. Cell Mol. Life Sci..

[bib32] Starr A.E., Deeke S.A., Ning Z., Chiang C.-K., Zhang X., Mottawea W., Singleton R., Benchimol E.I., Wen M., Mack D.R. (2017). Proteomic analysis of ascending colon biopsies from a paediatric inflammatory bowel disease inception cohort identifies protein biomarkers that differentiate Crohn’s disease from UC. Gut.

[bib33] Tanaka M., Nozaki M., Fukuhara A., Segawa K., Aoki N., Matsuda M., Komuro R., Shimomura I. (2007). Visfatin is released from 3T3-L1 adipocytes via a non-classical pathway. Biochem. Biophys. Res. Commun..

[bib34] Torretta S., Colombo G., Travelli C., Boumya S., Lim D., Genazzani A.A., Grolla A.A. (2020). The cytokine nicotinamide phosphoribosyltransferase (eNAMPT; PBEF; visfatin) acts as a natural antagonist of C-C Chemokine receptor type 5 (CCR5). Cells.

[bib35] Travelli C., Colombo G., Mola S., Genazzani A.A., Porta C. (2018). NAMPT: a pleiotropic modulator of monocytes and macrophages. Pharmacol. Res..

[bib36] Van den Bergh R., Morin S., Sass H.J., Grzesiek S., Vekemans M., Florence E., Thanh Thi Tran H., Imiru R.G., Heyndrickx L., Vanham G. (2012). Monocytes contribute to differential immune pressure on R5 versus X4 HIV through the adipocytokine visfatin/NAMPT. PLoS One.

[bib41] Wang T., Zhang X., Bheda P., Revollo J.R., Imai S., Wolberger C. (2006). Structure of Nampt/PBEF/visfatin, a mammalian NAD+ biosynthetic enzyme. Nat. Struct. Mol. Biol..

[bib37] Wu X.-T., Yang Z., Ansari A.R., Xiao K., Pang X.-X., Luo Y., Song H. (2018). Visfatin regulates the production of lipopolysaccharide-induced inflammatory cytokines through p38 signalling in murine macrophages. Microb. Pathog..

[bib38] Yoshida M., Satoh A., Lin J.B., Mills K.F., Sasaki Y., Rensing N., Wong M., Apte R.S., Imai S.-I. (2019). Extracellular vesicle-contained eNAMPT delays aging and extends lifespan in mice. Cell Metab..

[bib39] Yun M.R., Seo J.M., Park H.Y. (2014). Visfatin contributes to the differentiation of monocytes into macrophages through the differential regulation of inflammatory cytokines in THP-1 cells. Cell Signal.

[bib40] Zambelli F., Pesole G., Pavesi G. (2009). Pscan: finding over-represented transcription factor binding site motifs in sequences from co-regulated or co-expressed genes. Nucleic Acids Res..

# Supplementary material for: Extracellular nicotinamide phosphoribosyltransferase boosts IFNγ-induced macrophage polarization independently of TLR4
**Source:** iScience. 2022 Mar 23;25(4):104147. doi: 10.1016/j.isci.2022.104147
**Supplement:** Document S1. Figures S1–S5 and Tables S1 and S2

**Supplemental information**

**Extracellular nicotinamide phosphoribosyltransferase  
boosts IFN $\gamma$ -induced macrophage  
polarization independently of TLR4**

**Giorgia Colombo, Cristina Travelli, Chiara Porta, and Armando A. Genazzani**

**Supplementary Table I, primers used for qPCR, related to STAR Methods**

| Gene              | Forward Primer (5'-> 3')           | Reverse Primer (5'->3')        |
|-------------------|------------------------------------|--------------------------------|
| <i>Mm_B-Actin</i> | ATGACCCAAGCCGAGAAGG                | CGGCCAAGTCTTAGAGTTGTTG         |
| <i>Mm_Tnf</i>     | AGTTCTATGGCCCAGACCCTC              | CAGGCTTGTCACCTCGAATTTTG        |
| <i>Mm_Nampt</i>   | GCAGAAGCCGAGTTCAACATC              | TTTTCACGGCATTCAAAGTAGGA        |
| <i>Mm_Il6</i>     | TGTTCTCTGGGAAATCGTGGA              | AAGTGCATCATCGTTGTTTCATACA      |
| <i>Mm_Cox2</i>    | GACCGCAATGAACTTCGGGA               | TCCATTAGGTCTCTAAAGCCGAG        |
| <i>Mm_Il1</i>     | GATGAGGACATGAGCACCTTCTT            | GCAGGTTATCATCATCATCCCA         |
| <i>Mm_Il18</i>    | GACTCTTGCGTCAACTTCAAGG             | CAGGCTGTCTTTTGTCACGA           |
| <i>Mm_Il23a</i>   | ATGCTGGATTGCAGAGCAGTA              | ACGGGGCACATTATTTTGTAGTCT       |
| <i>Mm_Il12b</i>   | TGGTTTGCCATCGTTTGCTG               | ACAGGTGAGGTTCACTGTTTCT         |
| <i>Mm_Ifnb</i>    | CAGCTCCAAGAAAGGACGAAC              | GGCAGTGTAACCTTCTGTCAT          |
| <i>Mm_Nos2</i>    | CGAAACGCTTCACTTCCAA                | TGAGCCTATATTGCTGTGGCT          |
| <i>Mm_Cxcl9</i>   | GGAGTTCGAGGAACCTAGTG               | GGGATTTGTAGTGGATCGTGC          |
| <i>Mm_Cxcl10</i>  | CCAAGTGCTGCCGTCATTTTC              | GGCTCGCAGGGATGATTCAA           |
| <i>Mm_Ccl17</i>   | TACCATGAGGTCACTTCAGATGC            | GCACTCTCGGCCTACATTGG           |
| <i>Mm_Arg1</i>    | AACACGGCAGTGGCTTTAACC              | GGTTTTCATGTGGCGCATTC           |
| <i>Mm_Ym1</i>     | TCACAGGTCTGGCAATTCTCTG             | TTTGTCCTTAGGAGGGCTTCCTCG       |
| <i>Mm_Fizz1</i>   | GGTCCCAGTGCATATGGATGAGACCATA<br>GA | CACCTCTTCACTCGAGGGACAGTTGGCAGC |
| <i>Mm_Irf1</i>    | AACCAAATCCCAGGGCTGAT               | GGAACAGACAGGCATCCTTG           |
| <i>Mm_Ccl7</i>    | CATGCTGCTATGTCAAGAAACA             | TAACAGCTTCCCAGGGACAC           |
| <i>Mm_Ccl8</i>    | AGTCACCTGCTGCTTTCATG               | TGGGGCACTGGATATTGTTG           |
| <i>Mm_Ccl12</i>   | GCTACCACCATCAGTCCTCA               | GCTTCCGGACGTGAATCTTC           |
| <i>Mm_Ccr2</i>    | GCCTGATCCTGCCTCTACTT               | CAAAGATGAGCCTCACAGCC           |
| <i>Mm_Cxcl1</i>   | CCAGAGCTTGAAGGTGTTGC               | TCTGAACCAAGGGAGCTTCA           |
| <i>Mm_Cxcl5</i>   | AGGAGGTCTGTCTGGATCCA               | CACTGGCCGTTCTTTCCAC            |
| <i>Mm_IcosL</i>   | TGCCTTACAAGTCTCCAGGG               | GGCATGTGAACTCCTGGGTA           |

|                  |                           |                           |
|------------------|---------------------------|---------------------------|
| <i>Mm_Myd88</i>  | CAGAACCAGGAGTCCGAGAA      | AAGGCATCGAAAAGTTCCGG      |
| <i>Mm_Nod1</i>   | TTCAATGGCATCTCTCCGA       | AGCGTCTGGTTCACTCTCAG      |
| <i>Mm_Notch2</i> | TGTGAGCGGAATATCGACGA      | GACAGCGGCAATTGTAGGTA      |
| <i>h_Il1</i>     | CCTACTCACTTAAAGCCCGCT     | TTAGAACCAAATGTGGCCGTG     |
| <i>h_Il12b</i>   | GACATTCTGCGTTCAGGTCCAG    | CATTTTTGCGGCAGATGACCGTG   |
| <i>h_Tnf</i>     | ACGAACATCCAACCTTCCCA      | CCCAATTCTCTTTTGAGCCAG     |
| <i>h_Il10</i>    | TTAAGGGTTACCTGGGTTGCCAAGC | TCTTGGTTCTCAGCTTGGGGCATCA |
| <i>h_Arg1</i>    | CTGACTGGAGAGCTCAAGTGCA    | TCGTGGCTGTCCCTTTGAGAA     |
| <i>h_Il6</i>     | CCAGCTATGAACTCCTTCTC      | GCTTGTTCTCTCACATCTCTC     |
| <i>h_Cxcl9</i>   | CCAGTAGTGAGAAAGGGTCGC     | AGGGCTTGGGGCAAATTGTT      |
| <i>h_Cxcl10</i>  | GTGGCATTCAAGGAGTACCTC     | TGATGGCCTTCGATTCTGGATT    |

**Supplementary Table II, antibodies used for Flow Cytometry, related to STAR Methods**

| <b>Marker</b> | <b>Fluorophore</b> | <b>Brand</b>                            |
|---------------|--------------------|-----------------------------------------|
| CD45          | BUV395             | BD Horizon™ Rat anti-mouse              |
| CD3           | BB700              | BD Horizon™ Armenian hamster anti-mouse |
| Ly6C          | BV786              | BD Pharmingen™ Rat anti-mouse           |
| Ly6G          | BV480              | BD Optibuild™ Rat anti-mouse            |
| F4/80         | BUV661             | BD Optibuild™ Rat anti-mouse            |
| CD86          | BV650              | BD Horizon™ Rat anti-mouse              |
| CD206         | AF647              | BD Pharmingen™ Rat anti-mouse           |
| CD11b         | BUV563             | BD Optibuild™ Rat anti-mouse            |
| LIVE/DEAD     | APC-H7             | BD Horizon™ Fixable viability stain     |

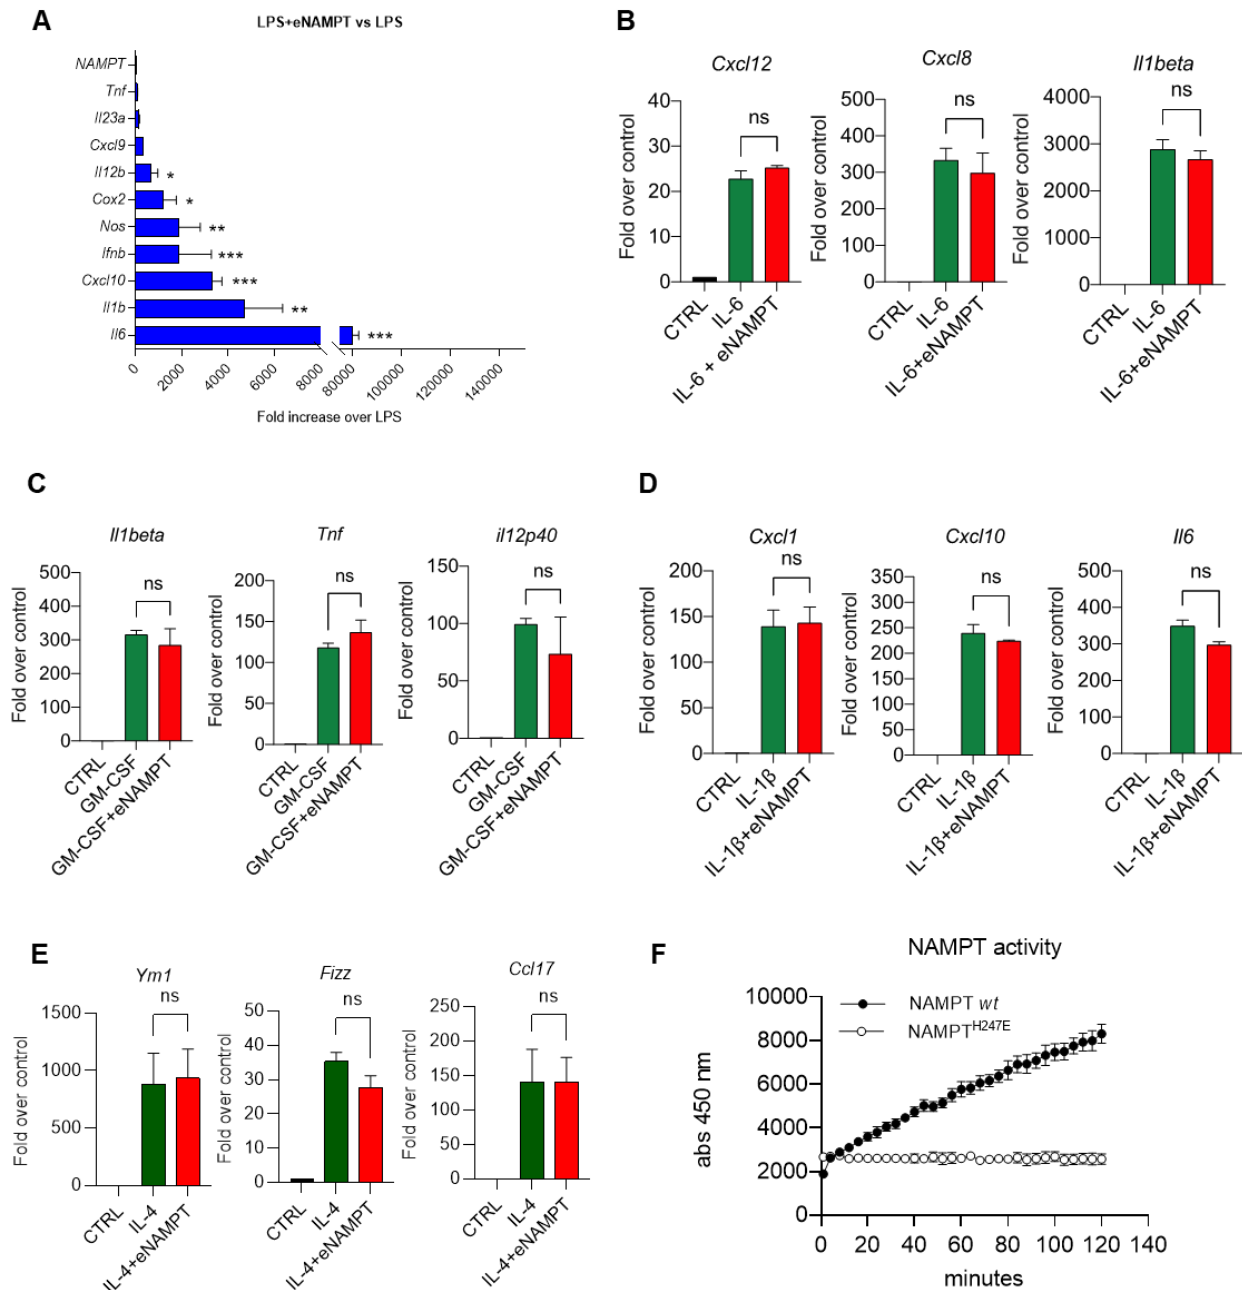

**Supplementary Figure 1 related to Figure 1, eNAMPT does not synergize with other cytokines.**

(A) Gene expression changes of the indicated genes in response to eNAMPT (500 ng/ml) and LPS (100ng/ml) in murine PECs. Mean + S.E.M. of 7 independent experiments. (B-D) Fold changes of IL-6 (100ng/ml), GM-CSF (50ng/ml), IL-1β- (50ng/ml) dependent genes in PECs treated in the presence or absence with eNAMPT (500 ng/ml) for 4 hours. Mean ± S.E.M. of 3 independent experiments. (E) Fold changes of IL-4-dependent genes in PECs treated in the presence or absence with eNAMPT (500 ng/ml) for 18 hours. Mean ± S.E.M. of 3 independent experiments. (F) *In vitro* NAMPT and NAMPT<sup>H247E</sup> enzymatic activity determination, n=2 independent experiments.

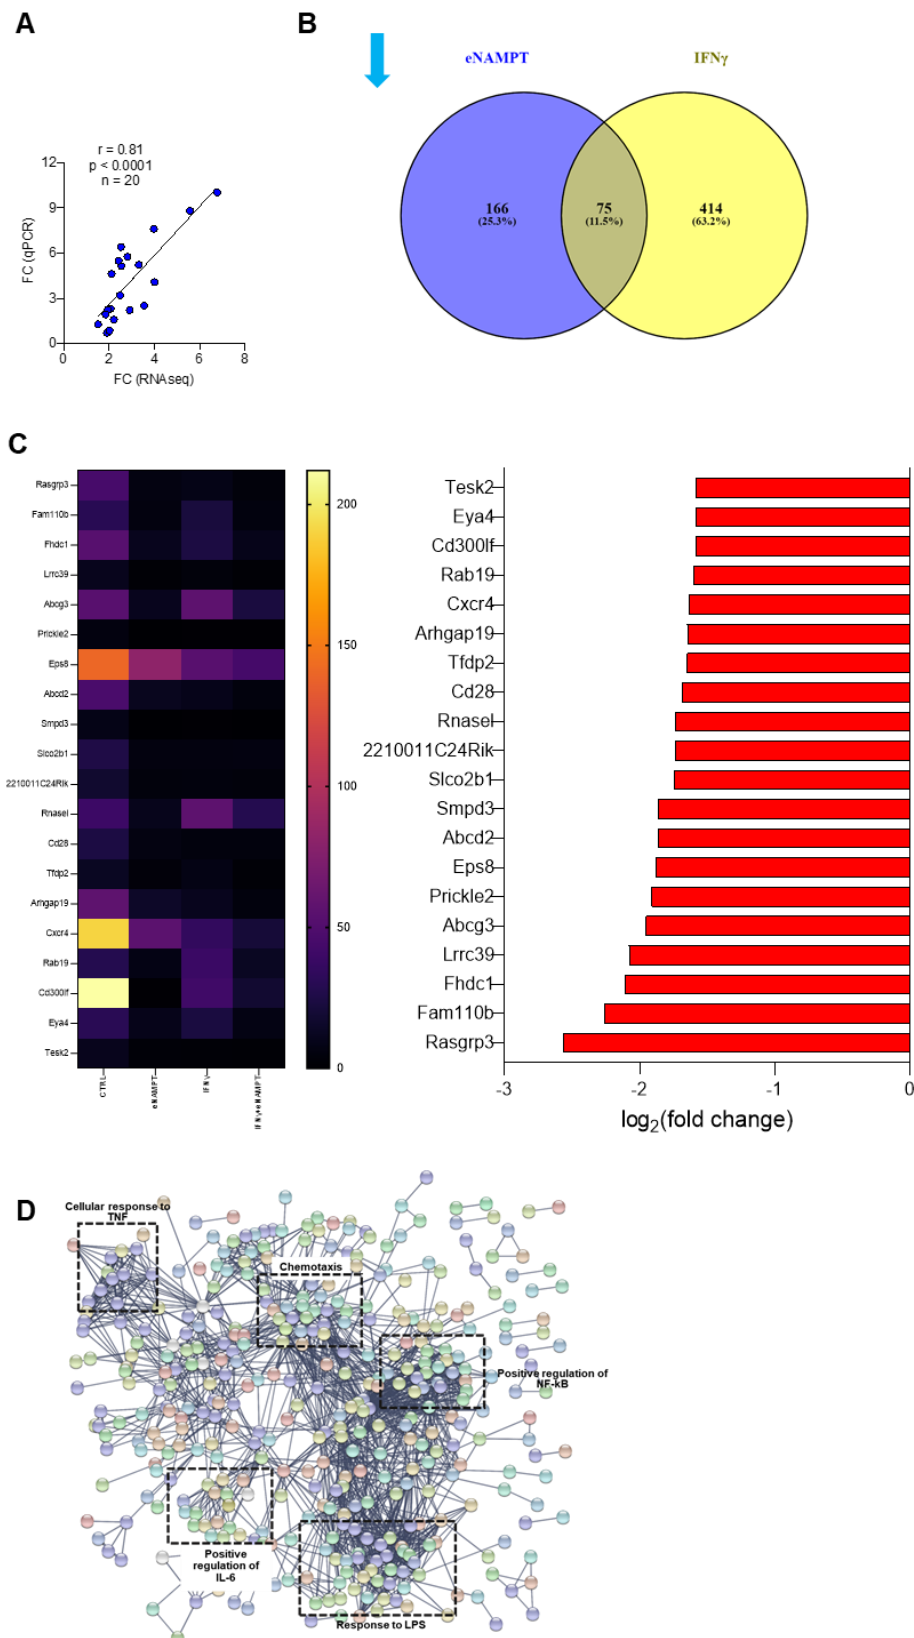

**Supplementary Figure 2 related to Figure 2, Genes down-regulated by eNAMPT treatment. (A)** Correlation between fold-changes of PECs treated with eNAMPT of 20 selected genes using qPCR

( $2^{-\Delta\Delta Ct}$ ) and RNseq ( $\log_2$  fold-change). Data are mean  $\pm$  SE (Pearson's correlation). **(B)** Venn diagram of the relationship between eNAMPT- and IFN $\gamma$ -regulated genes ( $FDR \leq 0.1$  and  $\log_2$  fold-change  $> 1$ ) **(C)** Heat map and histogram representation depicting the expression of downregulated genes in PECs after eNAMPT stimulation ( $P_{adj} \leq 0.01$  and  $\log_2$ -fold change  $\geq 2$ ). **(D)** Protein–protein interaction (PPI) network built with all 407 significantly eNAMPT-upregulated genes using STRING. Further functional analysis was performed with DAVID and significantly enriched categories are highlighted.

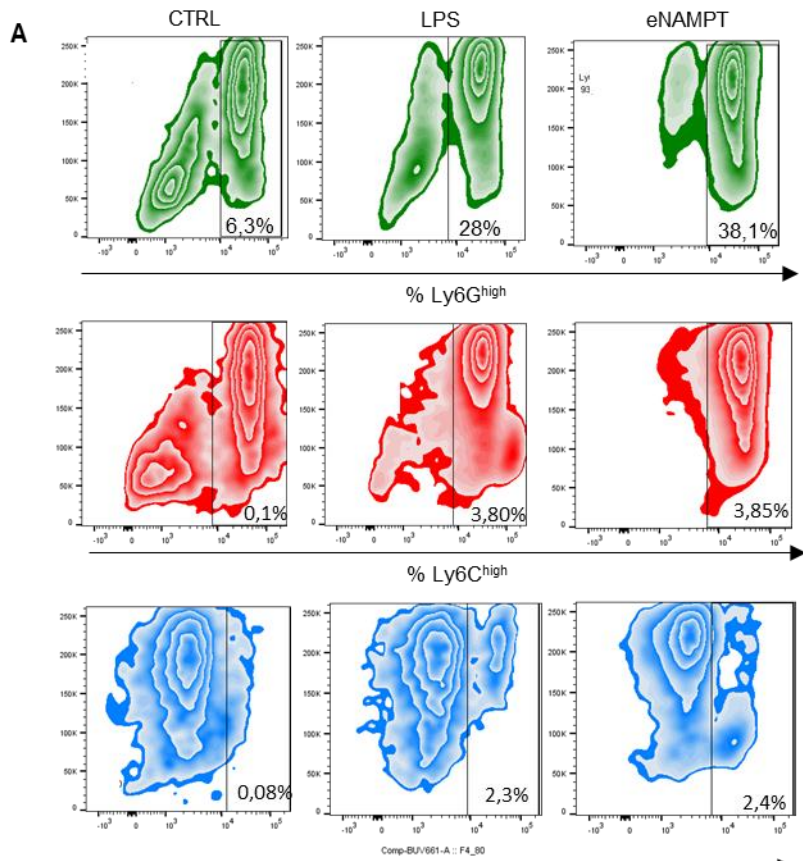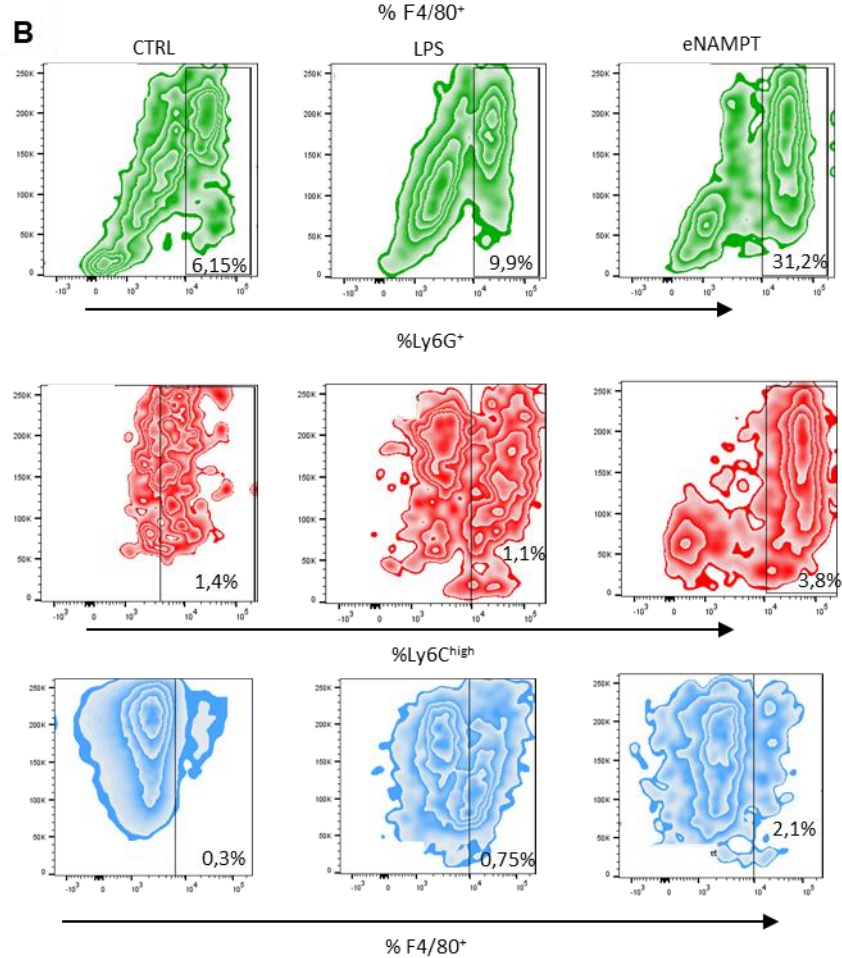

**Supplementary Figure 3, related to Figure 3, Contour plot of immune cells isolated from pouches.** Representative contour plot of FACS analysis using FlowJo V10 of immune cells isolated from air pouches from wild-type (A) or TLR4-KO mice (B).

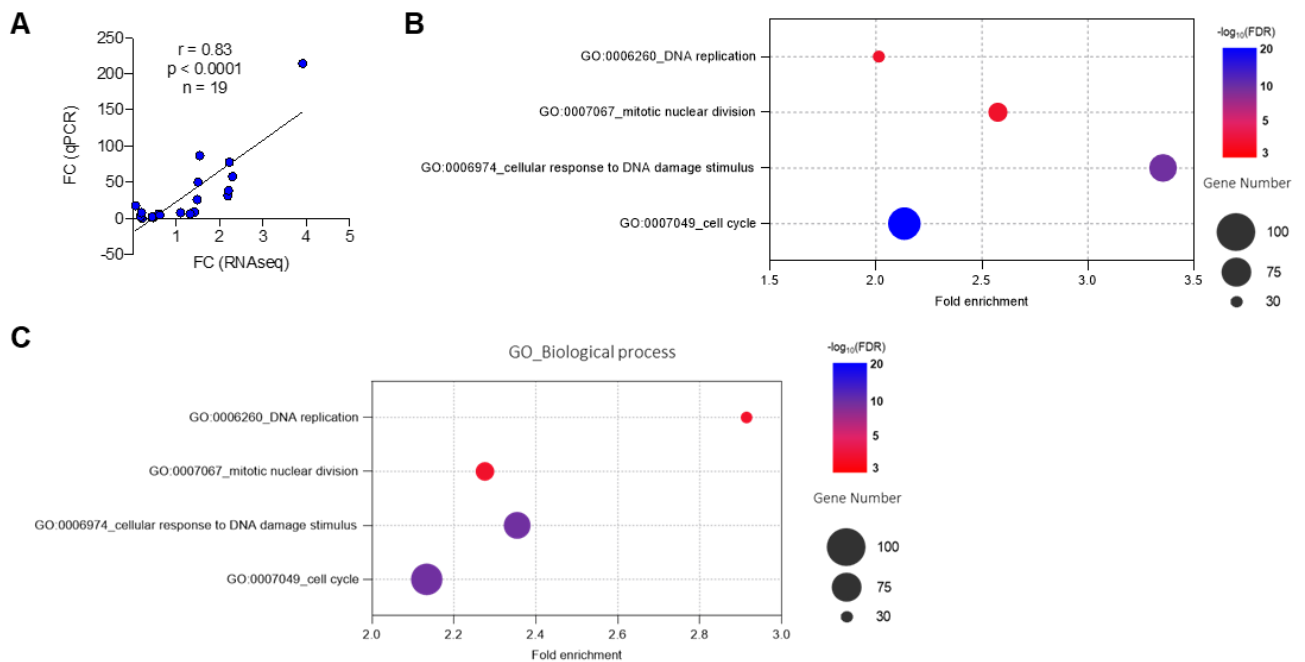

**Supplementary Figure 4, related to Figure 4, Pathways downregulated by eNAMPT and IFN $\gamma$  treatment.** (A) Correlation between fold-changes of PECs treated with eNAMPT+IFN $\gamma$  of 19 selected genes using qPCR ( $2^{-\Delta\Delta\text{Ct}}$ ) and RNseq ( $\log_2$  fold-change). Data are mean  $\pm$  SE (Pearson's correlation); (B) Gene ontology analysis of IFN $\gamma$ -downregulated genes; (C) Gene ontology analysis of eNAMPT+IFN $\gamma$ -downregulated genes.

**A**

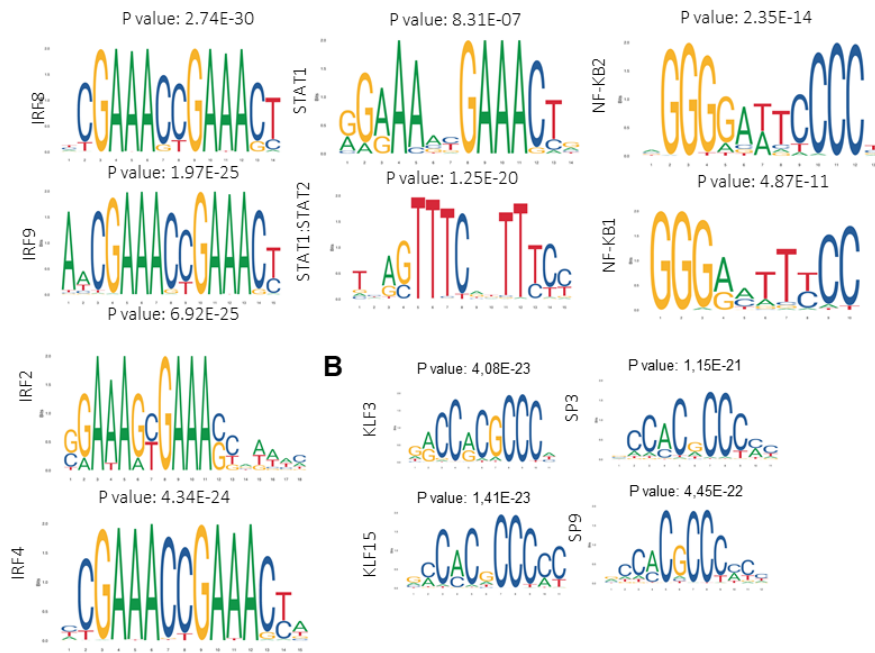

**B**

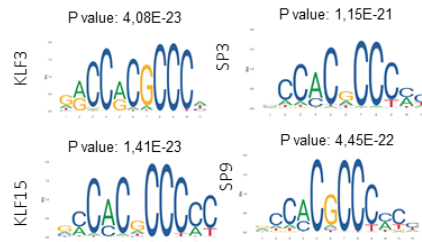

**C**

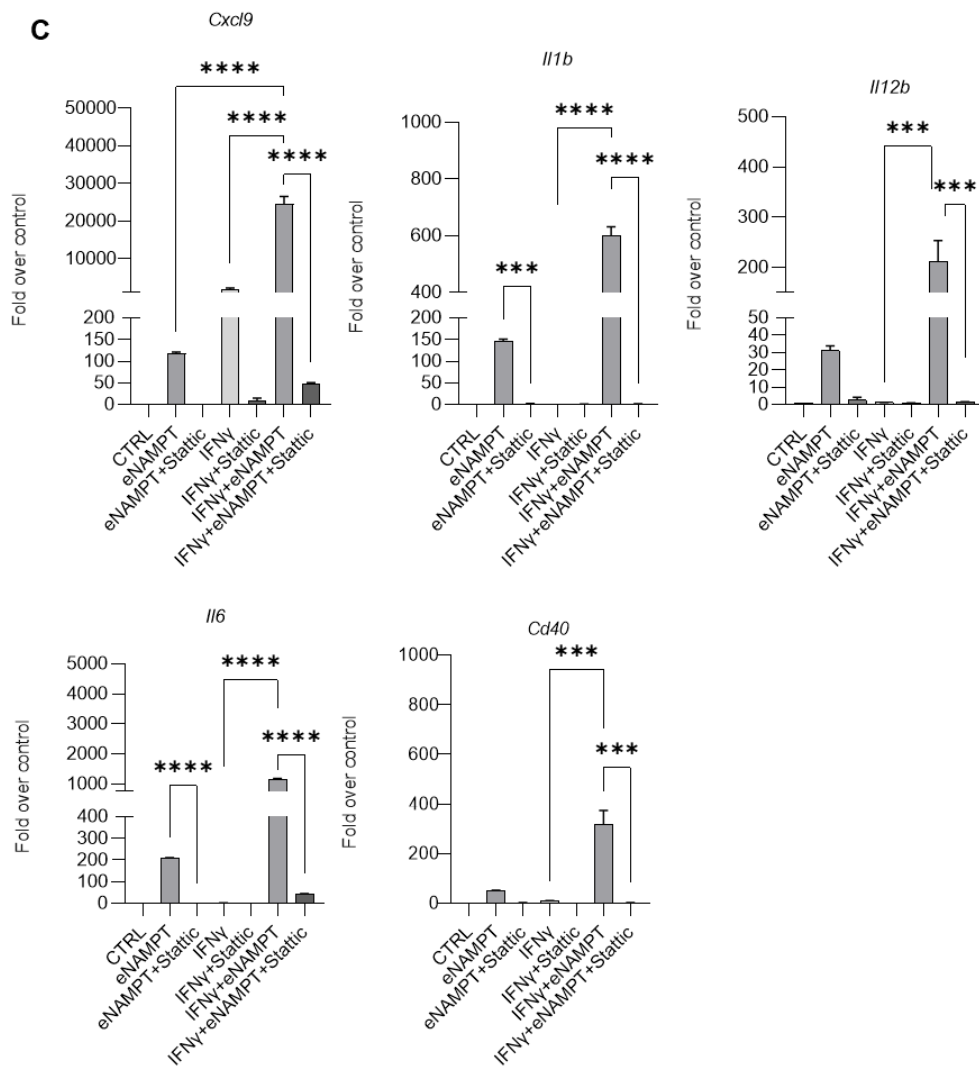

**Supplementary Figure 5, related to Figure 5, the cytokine eNAMPT enhances IFN $\gamma$ -induced STAT1 and STAT3 phosphorylation.** (A) Patterns of TF motif enrichment within the promoters of the IFN $\gamma$  in PECs (B) Patterns of TF motif enrichment within the promoters of the eNAMPT+IFN $\gamma$  in PECs. Patterns highlighted in the single treatments are not depicted. (C) Gene expression changes PECs treated with eNAMPT (500 ng/ml) and/or IFN $\gamma$  (200 U/ml) for 4 hours, in presence or absence of Stattic (3 $\mu$ M). Mean  $\pm$  S.E.M. of 2 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

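The data are RNA sequencing counts of mouse PECs from 20 libraries, 5 each of CTRL, eNAMPT (500 ng/mL), IFNγ (200 U/mL) and the combination, after 4 h. The paper names the QuantSeq 3′ kit, DESeq2, a false discovery rate and a fold-change threshold. It gives no aligner, counting program or annotation in its text. The authors deposited 2 tables. The first holds the number of reads counted on each gene in each library, as counts without normalization, and on 99 spike-in sequences (92 ERCC and 7 SIRV). The second holds the authors' comparisons of each stimulus with CTRL, as a log2 fold change and p-values (raw and adjusted) per gene, with the reference group on top, so that signs were turned to stimulus over CTRL before any use. The 20 per-library columns of the second table equal those of the first and were not used. The authors' comparisons were not used for any value given as a result here. They appear only where the text says that they are the authors'.

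Of 52550 genes, 22020 had at least 1 read. A symbol was listed more than once for 185 genes, which were kept apart by their Ensembl identifier. Positions, lengths and GC content were taken from GENCODE vM21 on GRCm38, which holds 52403 of the genes and not the other 147. Spike-in sequences took 1815909 reads, 1.82% of the total, and were left out except in 1 alternative. Reads on genes per library ranged from 4378636 to 5596691.

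Conditions came from the labels of the samples. For 12 libraries the name of the deposited column and the labels gave the same sample. For the other 8 they did not, and these 8 libraries were matched to their group only. The authors' deposited group columns equal the sum of the 5 libraries assigned to each group for every gene, with 0 exceptions. Replicate numbers in the text are those of the deposited columns. Whether libraries of equal number form pairs was checked (see how the results depend on the processing), and no pairing was used in the tests reported.

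Counts were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test on 1 fit with a mean per group for all 20 libraries. filterByExpr with its minimum count of 10 kept 10541 genes. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. The interaction (the combination minus IFNγ minus eNAMPT plus CTRL, on the log2 scale) was called at an adjusted p below 0.05 at any size. CPM values use the TMM library sizes. A fold change against a group with at most 3 reads in every library is given as a lower bound, computed with 3 reads in place of the group. Shares of genes have Wilson 95% intervals, which cover counting error only. Gene sets (chemokine ligands, NF-κB family and feedback genes, JAK-STAT genes, Toll-like receptors and interferon-inducible GTPases) were tested with limma 3.58.1 by camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 15 pairs of a set and a comparison with CTRL. Sets in the comparison of the combination with IFNγ were added after the other results were seen and adjusted over their own 5. No ontology, pathway or motif database was used. The overlaps of lists drawn against the same CTRL libraries were compared with 20 simulations in which the eNAMPT changes were moved to other genes of like expression. Another 20 simulations, without any change, called no genes in either comparison, so they say nothing about overlaps and are not used.

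The tests were tested on simulated data first. Among 10235 simulated genes with 200 changed, edgeR found 185 with 2 false calls, and for the interaction 178 with 10 false calls. It made 0 calls between unchanged groups. The simulated interactions were all larger in size than those estimated for Cxcl9, Cxcl11 and Irf8, and genes varied independently. Recovery of smaller interactions was not tested. DESeq2 1.42.0, given 10541 simulated genes, found 189 of the 200 with 6 false calls. Of 21 simulated sets of 30 genes, camera called the changed set and 0 of the others.

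The comparisons, tests, thresholds, gene sets and alternatives, and the rule for the genes named, were set before the data were examined. Under that rule the genes that could be named are those the paper names in its RNA sequencing results, figures and Table S3, members of the gene sets, and for each comparison and the interaction the 3 genes with the largest change each way. These 3 were taken among called genes with a mean of at least 5 CPM whose libraries in the 2 groups did not overlap. For the interaction the ranking was by log2 value. A result for 1 gene that this rule selects is not reported here. The alternatives set at that time were DESeq2 on the same genes and on its own filter, other filters on low counts, fits on the compared groups only, a block for the replicate number, other thresholds, edgeR's glmTreat, fry and camera with estimated correlation, and leaving out each library in turn. Added after the data were seen were scaling to the spike-ins, libraries numbered 2 to 5 only, a term for number 1, and offsets for transcript length and GC content.

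The qPCR, flow cytometry, western blot, TLR4-deficient and human macrophage experiments have no counts in the deposited tables and were left out.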

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

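The tests on mixed samples, on the spike-in share of CTRL replicate 4, on the number-1 libraries' depth and sex, on the interaction genes (transcript length and GC content, single libraries, number 1) and on the NF-κB and GTPase sets as a check of labels were chosen only after the result was seen.

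The 4 libraries numbered 1, 1 in each group, differed from the other 16 in genes of the sex chromosomes, which the paper does not report on. They had 0 reads on Xist, 273 to 349 reads on Ddx3y and 107 to 162 on Eif2s3y. The other 16 libraries had 587 to 1975 reads on Xist and at most 1 on Ddx3y. The paper's methods state that the mice were male, and the labels give no sex. Mixed samples or reads from cells of the other sex are argued against, since 0 of the 20 libraries had more than 3 reads on both Xist and Ddx3y. Reads of X-linked copies counted on the Y-linked genes are argued against as well, since Ddx3x had at least 600 reads in each library numbered 2 to 5, where Ddx3y had at most 1. A candidate explanation is that the cells of the libraries numbered 1 came from male mice and the others from female mice. The median log2 difference of 4 X-linked genes that can escape inactivation was −0.164 (number 1 minus the others), lower in the libraries numbered 1, but this rests on Kdm6a (−0.32) and Eif2s3x (−0.31), while Ddx3x (0.04) and Kdm5c (−0.02) did not move. Every group holds 1 such library, so the comparisons between groups are balanced for it.

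In groups of 5 libraries, values of 43 genes and 5 measures of the libraries were searched for a library whose gap to its nearest neighbor exceeds 0.71 of the group's range. Of 188 groups tested, 22 had such a library, where chance gives 9.4. Of the 17 that concern genes, 12 lie in libraries numbered 1, and 5 rest on groups with at most 3 reads per library and carry no weight. Gaps relative to the range and CPM were as follows. For Il1b, eNAMPT replicate 1 had 105 CPM against 418 to 541 in the others (0.718) and replicate 1 of the combination 58.7 against 255 to 312 (0.777). Ptgs2 in eNAMPT replicate 1 had 20.6 CPM against 136 to 180 (0.719). IFNγ replicate 1 had 278 CPM of Cxcl10 against 2480 to 3265 (0.737), 37.8 of Ccnd2 against 75.9 to 90.3 (0.725), 6.14 of Thbd against 1.98 to 2.63 (0.843), 56.0 of Sectm1a against 21.2 to 26.8 (0.839) and 23.4 of Abcg3 against 7.13 to 11.0 (0.761). Abcg3 also stood out in replicate 1 of the combination, with 8.01 CPM against 3.98 to 5.14 (0.711), and Cxcl2 in CTRL replicate 1, with 11.7 CPM against 82.8 to 103 (0.776). In eNAMPT replicate 4, Rnd3 had 5.15 CPM against 2.93 to 3.44 (0.771) and Fhdc1 0.617 against 2.10 to 2.60 (0.744). The 5 that rest on at most 3 reads all have a gap of 1.0, because the other 4 libraries had 0 reads. They are Mmp25 in CTRL replicate 1, Serpina3f in CTRL replicate 4, Nos2 in CTRL replicate 2, Sectm1a in CTRL replicate 3 and Casp12 in eNAMPT replicate 1.

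Depth is argued against as the cause of the outlying values in the libraries numbered 1. Of the 12 outlying gene values in groups with more than 3 reads in a library, 10 lie in libraries numbered 1, whose gene reads differ from those of the nearest other library of their group by at most 3.24%. The libraries with gene reads farthest from the median of their group are CTRL replicate 4, IFNγ replicate 4, eNAMPT replicate 2 and replicate 3 of the combination, and they hold 0 of the 12. The sex of the mice and any other difference of the animals behind these libraries cannot be told apart, since all libraries without Xist reads carry number 1, and the 10 outlying gene values in them go with either.

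Among measures of whole libraries, eNAMPT replicate 2 had 5596691 gene reads against 4583886 to 4874178 in the other eNAMPT libraries (0.713), and eNAMPT replicate 1 had 2.45% of reads on mitochondrial genes against 1.52 to 1.79% (0.713). No explanation was tested for these. The spike-in share was 0.818% in IFNγ replicate 2 against 1.83 to 2.04% (0.833). In CTRL replicate 4 it was 5.30% against 1.74 to 2.43% in the other CTRL libraries (0.807), and the 10 top genes took 15% of its gene reads against 12.9 to 13.5% (0.722). Fewer reads or fewer genes detected are argued against for CTRL replicate 4, since its 5073094 gene reads and its 14937 genes detected are the highest of the 5 CTRL libraries. Less RNA from this sample and more spike-in added to it cannot be told apart, since both give the share of 5.30%.

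Scaling to the spike-ins raised the median log2 fold change of all genes by 0.91 with eNAMPT. The spike-in share of CTRL replicate 4 is argued against as its whole cause, since the median was still 0.69 without that library, with 331 genes up and 1 down. No biological explanation was tested for this shift.

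The response to eNAMPT differed with and without IFNγ for 14 genes with a positive and 29 with a negative interaction. Of 100 assignments of eNAMPT within the libraries without and with IFNγ, the real one included, 1 gave as many positive genes and 1 as many negative genes, and the highest number in another was 11. Transcript length and GC content are argued against as the whole cause, since 37 of the 43 genes were called under offsets for both, and so is the difference of the libraries numbered 1, since 30 of the 43 were called with the libraries numbered 2 to 5 only. Dependence on single libraries stays open. The fits that each left out 1 library called 16 to 43 of the 43 genes, and 11 of these 20 fits called under 50% of them, but fewer libraries also lower the power of the test. The paper's own reading of the negative interactions, an effect of the combination below the product of the single stimuli, stays open beside it.

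The paper gives no number of genes that differ between the combination and IFNγ alone. The quasi-likelihood test called 139 genes up and 101 down. Of 100 groupings of the 10 libraries, the real one included, 1 gave as many genes up and 1 as many down, and the highest number in another grouping was 19. Of the 139 genes, 98 were up with eNAMPT alone, which the design allows as a biological explanation. Without IFNγ replicate 1, which held several of the outlying values above, 64 genes were down.

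For 8 libraries the match is to a group only. A swap of labels is not excluded by the whole profile: over all 10541 genes, 17 of 20 libraries were closest to the mean of their own group. The other 3 were IFNγ replicate 4, closer to the combination, eNAMPT replicate 4, closer to CTRL, and replicate 2 of the combination, closer to IFNγ, and all 3 are among the 8. On the 38 genes of the NF-κB and GTPase sets, which respond to the stimuli, all 20 libraries were nearest their own group, which argues against mislabelled samples among these 3.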

How the results depend on the processing

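The spike-in scaling, the fits on libraries numbered 2 to 5 only, the term for number 1 and the offsets for transcript length and GC content were chosen after seeing the data. Leaving out each of the 20 libraries in turn is called leaving out 1 library below. A count is called stable here when it stayed within 1.5 times its reported value, and a share when it stayed inside its Wilson 95% interval.

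Genes up with IFNγ (735 to 845 when 1 library was left out), genes up with the combination (854 to 934) and genes up with both single stimuli (95 to 142) were stable under DESeq2 on either set of genes, RLE normalization, the other filters, fits on the compared groups only and the block for the replicate number. They moved under the fold-change thresholds, the last also under spike-in scaling, and the first 2 under that scaling when CTRL replicate 4 was also left out. The numbers below are those that moved, and except where a reason is given the cause was not tested.

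With genes of at least 10 reads in every library (8475 genes tested, which removes genes that are absent from a group), 219 genes were up and 59 down with eNAMPT, 150 down with IFNγ, 339 down with the combination, 85 up and 44 down for the combination against IFNγ, and 11 down with both single stimuli. Genes above a log2 fold change of 2 with eNAMPT numbered 45, of which 22 were also up with IFNγ, and 3 genes above 2 were up only with the combination. Of the Table S3 genes, 0 had a positive interaction (1 at an unadjusted p below 0.05), and 1 when adjusted over the list alone. The adjusted p of the chemokine ligands with eNAMPT was 0.112. This filter leaves 39 of the 102 results for single genes with a value.

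With all genes of at least 1 read, 78.4% of the genes up with IFNγ were also up with the combination, 22.2% of the genes up with the combination were up with neither single stimulus, and 83 genes above 2 were up only with the combination. Positive interactions numbered 6, with 0 in Table S3 (3 at an unadjusted p below 0.05). Adjusted p-values were 0.0189 for the chemokine ligands with IFNγ and 0.0356 for the Toll-like receptors with the combination, and the Nampt interaction turned to 0.0049. DESeq2 on these genes gave 78.7%, 20.6% and 65 genes, and 53 positive and 83 negative interactions. DESeq2 on the main set of genes gave 56 and 87. With only the compared groups in the fit the shares also up with the combination were 76.5% of the genes up with IFNγ and 57.6% of those up with eNAMPT, and 25 genes above 2 were up only with the combination.

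Without a fold-change threshold, which by construction adds genes, 659 genes were up and 454 down with eNAMPT, 1476 and 1007 with IFNγ, 1795 and 1640 with the combination, 318 and 242 for the combination against IFNγ, and 259 up and 172 down with both single stimuli. The share up with neither was 22.2%. Testing against a log2 fold change of 1 with glmTreat, which is stricter by construction, gave 86 and 6, 378 and 76, 503 and 190, 27 and 3, and 24 and 2 in the same order. It gave 67 genes above 2 with eNAMPT, 19 of them up with IFNγ, a share of 68.6% of the genes up with eNAMPT also up with the combination, 31.2% up with neither and 74 genes above 2 only with the combination. At an adjusted p below 0.1 there were 32 positive and 51 negative interactions. At 0.01 there were 1 and 5, with 0 and 2 in Table S3 and 1 positive adjusted over the list alone. At 0.01, 76 genes were down with eNAMPT, 39 down for the combination against IFNγ and 25 down with both, 19.8% were up with neither and 18 genes above 2 were up only with the combination. Asking for an interaction of size at least 1 left 8 positive genes, 0 of them in Table S3 (2 at an unadjusted p below 0.05) and 1 when adjusted over the list alone.

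The block for the replicate number gave 90 positive and 121 negative interactions, 2 and 11 in Table S3, and 5 positive adjusted over the list alone. The Nampt log2 fold change with eNAMPT was 0.53 in it and passed the adjusted p of 0.05. The block used the number in the deposited columns. After removing group means, correlations between libraries of equal number ranged from 0.32 to 0.61 for number 1 and 0.04 to 0.69 for number 4. They ranged from −0.47 to 0.72 for number 2, −0.16 to 0.35 for number 3 and −0.58 to 0.29 for number 5. With pairs below 0 for numbers 2, 3 and 5, these correlations do not show a pairing by number as a whole. They do not exclude it either. The median was above 0 for every number, from 0.02 for number 5 to 0.52 for number 1. The libraries numbered 1 also share their reads on sex-linked genes. Values from the block are given only as an alternative.

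Scaling to the spike-ins shifted the median log2 fold change of all genes by 0.91 with eNAMPT, 0.33 with IFNγ, 0.30 with the combination and −0.07 for the combination against IFNγ. It gave 1767 genes up and 2 down with eNAMPT, 53 down with IFNγ, 143 down with the combination, 20 up and 1 down for the combination against IFNγ, and 242 up and 1 down with both. Without CTRL replicate 4 it gave 331 up and 1 down with eNAMPT, 417 up and 76 down with IFNγ, 554 up and 218 down with the combination, and 23 up and 3 down for the combination against IFNγ. With eNAMPT 560 genes were above 2, 124 of them up with IFNγ, and the shares were 84.9% and 22.8% also up with the combination and 8.70% up with neither. Interactions fell to 0 positive and 2 negative (1 and 2745 at an unadjusted p below 0.05), with 0 and 0 in Table S3 (0 and 26 at an unadjusted p below 0.05) and 0 positive and 20 negative over the list alone. Nampt with eNAMPT was 1.42, now past the adjusted p. Il1b with IFNγ turned to 0.16 and the Cxcl1 interaction to −0.77. The chemokine ligands with IFNγ had an adjusted p of 0.0166, and the GTPases with eNAMPT (0.950) and the Toll-like receptors with IFNγ (0.960) turned direction.

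With libraries numbered 2 to 5 only, which tests fewer samples, 77.9% of the genes up with IFNγ were also up with the combination, negative interactions numbered 54, Table S3 had 0 positive (3 at an unadjusted p below 0.05) and 11 negative, with 1 positive over the list alone, the Nampt interaction turned to 0.0395, and the Toll-like receptors with IFNγ turned direction (adjusted p 0.879). A term for number 1 gave 37 positive and 65 negative interactions, 10 negative in Table S3, 5 genes above 2 only with the combination and 0.54 for Nampt with eNAMPT, past the adjusted p. Offsets for transcript length and GC content gave 85.1% and 70.7% also up with the combination, 44 positive and 45 negative interactions, 1 positive over the list alone, and 0.61 for Nampt with eNAMPT, past the adjusted p. The Cxcl3 log2 fold change with the combination turned to −0.13.

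Leaving out 1 library gave 260 to 438 genes up and 89 to 176 down with eNAMPT (89 without eNAMPT replicate 3), 64 to 136 down for the combination against IFNγ (64 without IFNγ replicate 1) and 31 to 57 down with both (31 without eNAMPT replicate 3). Shares ranged from 75.8 to 85.9% and from 54.1 to 68.8% also up with the combination, and from 15.5 to 19.3% up with neither. Genes above 2 only with the combination numbered 6 to 18 (18 without CTRL replicate 2). Interactions ranged from 5 to 45 positive and 11 to 63 negative (45 and 63 without eNAMPT replicate 4, 5 and 11 without IFNγ replicate 3), with 0 to 1 and 3 to 7 in Table S3 (3 negative without eNAMPT replicate 3) and 1 to 3 positive over the list alone. Nampt with eNAMPT ranged from 0.39 to 0.65. Interactions that turned sign ranged from −0.70 to 0.0536 for Il1b, −0.0105 to 0.51 for Cxcl1, −0.81 to 0.30 for Gbp4 and −0.13 to 0.13 for Nampt, and Cxcl3 with the combination from −0.23 to 0.33. Adjusted p-values of sets ranged from 0.0075 (without CTRL replicate 2) to 0.962 (turned, without CTRL replicate 1) for the GTPases with eNAMPT, 0.0058 (without IFNγ replicate 1) to 0.309 for the chemokine ligands with IFNγ and 0.509 to 0.962 (turned, without CTRL replicate 1) for the Toll-like receptors with IFNγ.

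Of the 15 set results, 4 kept their side of the threshold under every alternative set at the start. With fry, the chemokine ligands with IFNγ (0.0158) and the Toll-like receptors with the combination (9.3e-05) passed. With the correlation estimated, adjusted p-values were 0.402, 0.301 of NF-κB with IFNγ, 0.182 and 0.119 for JAK-STAT with eNAMPT and IFNγ, 0.27 and 0.119 for the chemokine ligands and NF-κB with the combination, and 0.135 for JAK-STAT with it.

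For single genes, 102 results under the 27 alternatives set at the start gave 2686 values. Of these 2610 kept direction and side, 39 became weaker, 14 stronger and 23 turned direction, and 85 of the 102 results did not change under any of these 27. Of the alternatives chosen after seeing the data, scaling to the spike-ins changed 17 results (13 weaker, 2 stronger, 2 turned), libraries numbered 2 to 5 only 8, the term for number 1 3 and the offsets 2. The pseudocount alternative was not run, because the values are counts. Depth limits genes of few CPM: Il6, Il12b and Mmp25 have too few reads for the tests on filtered genes.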

Differences from the paper's values

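The alternatives below were set before the data were examined unless the text says otherwise.

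The paper states 1715 genes up with the combination, and 904 were called here. Without a fold-change threshold the number was 1795, and none of the other alternatives for this number closed the gap. The paper states 241 genes down with eNAMPT, and 135 were called here. The block for the replicate number (169), the fit without eNAMPT replicate 1 (161) and the fit without eNAMPT replicate 4 (176) came within 1.5 times the paper's number, and the other alternatives did not.

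The paper states 42 genes with a log2 fold change above 2 with eNAMPT, and 104 were called here. Genes with at least 10 reads in every library gave 45, and no other alternative closed the gap. That filter drops genes absent from CTRL, among them Il6 and Il12b of the paper's 42, so the 45 are not the same set. The paper states that 12 of its genes with a log2 fold change above 2 with eNAMPT were also up with IFNγ, against 46 here, and none of the alternatives closed the gap.

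The paper states that 44.2% of the genes up with the combination were up with neither single stimulus, against 16.7% here. Under glmTreat the share was 31.2%, within 1.5 times the paper's value, and the other alternatives did not close the gap. The paper gives their number as 757, against 151 genes up with neither single stimulus here, and none of the alternatives closed the gap.

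The paper states a log2 fold change in the text of −2.44 for Cxcl1 with IFNγ, against −3.49 here, and none of the alternatives closed the gap. For Nampt with IFNγ the log2 fold change in the text is 2.1, against 2.31 here. The fits without CTRL replicate 1 (2.18), CTRL replicate 4 (2.26), CTRL replicate 5 (2.27) and IFNγ replicate 4 (2.24) closed this gap, and the other alternatives did not.

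Of 142 log2 fold changes in the paper's Table S3 that were compared, 56 differ by more than the standard error here, or in sign, or exceed the paper's fold by over 1.5 times where the value here is a lower bound. 50 of the 56 are larger here. 33 of the 56 were closed by no alternative, and 17 only where 1 library was left out. The fit without CTRL replicate 1 closed 17, the most of any. Of the alternatives that keep all libraries, the filter of 10 reads in every library closed 2, the fit on the compared groups closed 1, the block for the replicate number closed 6, and the others closed none. The authors' estimates may be an unlike measure, which was not tested. In their deposited comparisons Cxcl11 with IFNγ was at 3.18, against 5.47 (SE 0.73) here. Nfkbiz with eNAMPT was at 3.07, against 3.16 (SE 0.20). Some of the 56, among them Ptgs2 and Tarm1 with IFNγ, are values that Table S3 lists unlike those comparisons. The gaps therefore need not reflect the counts.

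With eNAMPT, the log2 fold change, Table S3, and the value here in brackets were Iigp1 0.337673 (−0.44), Irf8 0.125313 (−0.14), Igtp 0.0173908 (−0.0348), Cd69 2.40154 (2.99), Ptgs2 4.44081 (5.41), Tarm1 3.44165 (3.80) and Socs3 3.63395 (4.10). The paper's values for eNAMPT went on with Cxcl10 1.13348 (2.36) and Il1b 2.579 (7.55). For Nos2, whose CTRL libraries had at most 3 reads, the value here is a lower bound: at least 3.06 against the paper's 0.860236 for Nos2.

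With IFNγ, the log2 fold change, Table S3, and the value here in brackets were Serpina3g 8.22394 (8.96), Gbp4 6.15641 (7.21), Iigp1 6.15641 (7.62), Cd40 3.75288 (4.17), Batf2 4.97299 (5.51), Gbp2 4.15341 (4.62) and Zyx 3.36923 (3.89). The paper's values for IFNγ went on with Ifi205 2.34644 (3.11), Cd69 6.15641 (6.77), Ptgs2 6.15641 (4.61), Tarm1 6.15641 (4.92), Acod1 3.27304 (3.93), Socs3 5.21004 (5.85) and Socs1 5.91981 (6.63). The paper's values for IFNγ further held Slco3a1 3.22571 (3.63), Cxcl9 8.14578 (9.41), Cxcl10 2.77783 (7.53), Il1b 0.190831 (−0.42), Cxcl11 3.18022 (5.47), Upp1 3.28721 (4.11) and Ifitm1 2.20873 (2.81). For Nos2, whose CTRL libraries had at most 3 reads, the value here is a lower bound: at least 6.75 against the paper's 2.85033 for Nos2.

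With the combination, the log2 fold change, Table S3, and the value here in brackets were Serpina3g 8.96874 (9.72), Gbp4 6.79576 (7.90), Iigp1 6.76317 (7.80), Cd40 5.2925 (5.83), Batf2 5.13049 (5.67), Gbp2 4.71525 (5.22) and Zyx 3.17152 (3.66). The paper's values for the combination went on with Ifi205 3.10383 (4.03), Cd69 6.77615 (7.65), Gbp5 6.45035 (7.31), Ptgs2 6.17576 (7.38), Tarm1 6.14076 (6.55), Tnf 4.60306 (5.07) and Acod1 4.36794 (5.18). The paper's values for the combination further held Socs3 6.13393 (6.85), Socs1 6.02695 (6.74), Slco3a1 4.05901 (4.53), Cxcl9 10.0131 (11.41), Cxcl10 5.2268 (8.08), Il1b 4.92529 (6.77) and Cxcl11 4.68389 (7.38). The paper's values for the combination ended with Upp1 4.54696 (5.56) and Ifitm1 3.56352 (4.34). For Nos2, whose CTRL libraries had at most 3 reads, the value here is a lower bound: at least 8.80 against the paper's 4.31616 for Nos2.

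Some counts close to the paper's were reached in the authors' own comparisons, others only under settings that differ from count to count. Counted in the authors' deposited comparisons at an adjusted p below 0.05 and a log2 fold change of at least 1, 363 genes were up and 131 down with eNAMPT, 891 and 357 with IFNγ and 1020 and 740 with the combination. Of 1137 genes up with either single stimulus, 117 were up with both. At these thresholds 79 genes were above 2 with eNAMPT, and 31 of those were up with IFNγ. Of the genes up with the combination, 21.0% were up with neither single stimulus. The paper's values for these last results were not reached. Settings chosen after these values were seen gave other counts. At an adjusted p below 0.1, 405 genes were up with eNAMPT, 946 with IFNγ and 132 of 1219 with both. At any p, 236, 488 and 894 genes had a log2 fold change of −1 or less with eNAMPT, IFNγ and the combination. At an adjusted p below 0.05 and a log2 fold change above 0.5, 1656 genes were up with the combination and 762 of them with neither single stimulus.

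The paper names Cxcl10, Gbp4 and Il1b among synergistic genes. Here their interactions were −1.81, −0.09 and −0.35, none above 0, and Cxcl9 (1.43) and Cxcl11 (1.38) did not pass the threshold. Adjusted over the list alone, Cxcl9 and Cxcl11 did not pass either (0.0981 and 0.434). Table S3 itself places Gbp4 among the genes that match the product. The paper presents Il1b and Cxcl3 as repressed by IFNγ, and here the log2 fold changes were −0.42 (adjusted p 0.741) and −1.5 (adjusted p 0.0929 in the quasi-likelihood test, and −1.76 with an adjusted p below 0.05 without CTRL replicate 1). The paper counts Cxcl9 in the signature of eNAMPT, and here its log2 fold change with eNAMPT was 0.57 (adjusted p 0.50).

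The paper shows the genes of Figure 4D as raised by the combination only, and here each of the 9 tested genes was also called up with at least 1 single stimulus. The paper reports JAK-STAT genes as enriched in the combination over IFNγ alone, and here 18 of 36 were higher, with an adjusted p of 0.316 by camera. Under offsets for transcript length and GC content, an alternative chosen after the values were seen, 25 of 36 were higher. The measures are unlike. The paper compared KEGG terms between lists of upregulated genes, and here a set listed by symbol was compared directly. The paper's evidence on STAT phosphorylation has no counts here. The paper describes Nampt as further raised by the combination, and here the difference from IFNγ was 0.52 (adjusted p 0.115 in the quasi-likelihood test). The paper draws most genes of Figure 2D as selective for eNAMPT, and here 24 of 40 tested genes were called up with IFNγ.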

Other observations

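The tests on the axis within groups and on the genes called only with the combination were chosen only after the result was seen.

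Other groupings of the libraries were tested for each comparison with CTRL, in 100 groupings of 10 libraries with the real one included. A grouping and its mirror are 1, so the larger of its 2 directions was compared with the real count. With eNAMPT, 2 groupings reached the 329 genes up and 3 the 135 genes down. The grouping that exchanges CTRL replicate 5 with eNAMPT replicate 4 gave 444 genes in one direction and 64 in the other, against 329 and 135 in the real groups, and the grouping that exchanges CTRL replicate 1 with eNAMPT replicate 4 gave 169 and 37. Neither follows a known batch. With IFNγ, 1 grouping gave as many genes up and 1 as many down (highest of the others 203), and with the combination 1 and 1 (highest 330). For the gene sets the groupings were far less selective. As many of the 5 sets were called in 43 of 100 groupings with eNAMPT, 47 with IFNγ, 30 with the combination and 51 for the combination against IFNγ, so the number of sets called by camera does not set the real groups apart. Each other grouping exchanged only 1 or 2 libraries of each group, so part of the stimulus effect stayed in it. Which sets were called was not compared. The groupings therefore cannot decide whether a single set call is due to the stimulus.

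Lists drawn against the same CTRL libraries can share genes by that alone, and the simulations do not separate this from overlap by chance. In 20 simulations with independent changes, at most 57 genes were up with both eNAMPT and IFNγ and at most 17 down with both, against 113 and 47 in the data. The simulations called more genes with eNAMPT (median 465.5 up and 205.5 down) than the data did, which makes the comparison stricter.

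Within groups, libraries differed along an axis that holds 45.0% of the variance within groups, with 18.0% on the next. Across 10536 genes, which are not independent replicates, the weights on this axis had a Spearman rho of −0.45 with transcript length and −0.35 with GC content. A correction for both per library left 29.7% on the first axis, so transcript length and GC content are a candidate explanation for part of it. Across genes, transcript length had a Spearman rho of 0.26 with the log2 fold change of eNAMPT over CTRL and 0.12 with that of IFNγ. Offsets for length and GC content kept 382 of the 464 genes called with eNAMPT and 1038 of the 1132 with IFNγ. Whether these relations reflect the axis or the responses themselves was not tested. The position of the 20 libraries on the axis was compared with 3 measures in permutation tests adjusted together. With the log2 spike-in share Pearson's r was 0.57 (p = 0.0101, adjusted 0.0151; Spearman's rho 0.68, p = 0.00129, adjusted 0.00194), and 0.62 without the 2 libraries farthest from the median, which is consistent with a difference in the amount of RNA per library. With gene reads r was −0.42 (p = 0.0610, adjusted 0.0610; rho −0.45, p = 0.0460, adjusted 0.0460) and −0.36 without 2 libraries, which leaves depth open. With the share of the 10 top genes r was 0.77 (p = 7e-05, adjusted 0.00021; rho 0.77, p = 0.00018, adjusted 0.00054) and 0.82 without 2 libraries. No biological explanation was tested for this axis, and no batch is given in the labels or the paper.

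Of the 151 genes up with the combination and with neither single stimulus, a hypothesis is that the single stimuli move the same genes below the thresholds. It fits 138 of them, which had a log2 fold change above 0.5 with at least 1 single stimulus, and 1 of the 151 had a positive interaction. The single stimuli and the combination were compared with the same CTRL libraries, which by itself can raise the 138. No simulation was made for this count, so it cannot decide the hypothesis.

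Table S3 and the authors' deposited comparisons give the same log2 fold changes for 138 of 150 values. The other 12 differ. The paper's Table S3 lists 0.337673 for Iigp1 with eNAMPT, where the deposited value is −0.337673, and the sign also differs for Irf8 and Igtp with eNAMPT and for Il1b with IFNγ, 4 values in all. With IFNγ the table lists 6.15641, the deposited value of Gbp4, for 6 genes. The deposited values of the other 5 are 6.592331 for Iigp1, 5.934631 for Cd69, 5.733944 for Gbp5, 3.727942 for Ptgs2 and 4.520211 for Tarm1. Il12rb1 is listed with 3.22101 for the combination (deposited 3.176641), Cxcl10 with 2.77783 for IFNγ (deposited 4.777834) and Il1b with 2.579 for eNAMPT (deposited 5.578996). The log2 ratio of the combination to the product of the single stimuli moves by more than 0.5 for 4 of the 50 genes when the deposited values are used. From the listed to the deposited values it goes from 2.16 to −0.46 for Il1b, from 1.32 to −0.68 for Cxcl10, from −4.42 to −1.99 for Ptgs2 and from −3.46 to −1.82 for Tarm1.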
